# Metformin promotes female germline stem cell proliferation by upregulating Gata-binding protein 2 with histone β-hydroxybutyrylation

**DOI:** 10.1186/s13287-023-03360-1

**Published:** 2023-05-26

**Authors:** Xiang Wang, Geng G. Tian, Weiwei Cheng, Xiaoli Yu, Xiaoyong Li, Ji Wu

**Keywords:** Metformin, Female germline stem cells, Histone β-hydroxybutyrylation, Gata-binding protein 2

## Abstract

**Background:**

Metformin as a first-line clinical anti-diabetic agent prolongs the lifespan of model animals and promotes cell proliferation. However, the molecular mechanisms underlying the proliferative phenotype, especially in epigenetics, have rarely been reported. The aim of this study was to investigate the physiological effects of metformin on female germline stem cells (FGSCs) in vivo and in vitro, uncover β-hydroxybutyrylation epigenetic modification roles of metformin and identify the mechanism of histone H2B Lys5 β-hydroxybutyrylation (H2BK5bhb) in Gata-binding protein 2 (Gata2)-mediated proliferation promotion of FGSCs.

**Methods:**

The physiological effects of metformin were evaluated by intraperitoneal injection and histomorphology. The phenotype and mechanism studies were explored by cell counting, cell viability, cell proliferation assay and protein modification omics, transcriptomics, chromatin immunoprecipitation sequencing in FGSCs in vitro.

**Results:**

We found that metformin treatment increased the number of FGSCs, promoted follicular development in mouse ovaries and enhanced the proliferative activity of FGSCs in vitro. Quantitative omics analysis of protein modifications revealed that H2BK5bhb was increased after metformin treatment of FGSCs. In combination with H2BK5bhb chromatin immunoprecipitation and transcriptome sequencing, we found that Gata2 might be a target gene for metformin to regulate FGSC development. Subsequent experiments showed that Gata2 promoted FGSC proliferation.

**Conclusion:**

Our results provide novel mechanistic understanding of metformin in FGSCs by combining histone epigenetics and phenotypic analyses, which highlight the role of the metformin-H2BK5bhb-Gata2 pathway in cell fate determination and regulation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03360-1.

## Introduction

Metformin is a small molecule belonging to the synthetic anti-diabetic biguanide family, which is related to guanidine compound galegine extracted from French lilac (*galega officinalis*) [1, 2]. Initially, metformin was used as an ideal first-line clinical treatment for type II diabetes. In the twenty-first century, it was found to have additional functions, such as prolonging the lifespan of various animal models, anti-inflammatory and anti-oxidative stress effects, regulating protein homeostasis, anti-cancer effects, and improving the prognosis of tumor patients [3–7]. In male reproductive research, administration of metformin rescues obesity-induced abnormalities in sperm quality and motility in rats [8]. Metformin treatment also improves sperm concentration and motility and reduces abnormal sperm production in obese men [8–10]. Moreover, it regulates and improves pituitary-luteinizing hormone pulsatility and Leydig cell steroid production [9]. Metformin treatment also reduces cellular oxidative stress induced by testicular ischemia and confers reproductive protection [11]. In females, metformin alleviates the negative effects of hyperandrogenism on oocyte quality in polycystic ovarian syndrome (PCOS), restores the ovarian cycle in PCOS patients, reverses some ovulatory dysfunction caused by PCOS, reduces the risk of gestational diabetes, and improves embryonic development [12–16]. Additionally, metformin regulates stem cell development in drosophila, mice, humans, and other species through multiple pathways. It delays senescence of mesenchymal stem cells [17], prolongs the cell cycle of intestinal stem cells [18, 19], promotes self-renewal of primary neural progenitor cells [20], expands the germinal pool capacity of adult neural stem cells [21], and improves the disturbance of myelin regeneration of oligodendrocyte progenitor cells to regulate physiological functions of the body [22]. However, the developmental regulation and mechanism of metformin in germline stem cells remain unclear.

Female germline stem cells (FGSCs) are located on the ovarian cortex surface beneath the epithelium of postnatal mice and possess dual characteristics of self-renewal similar to stem cells and transmission of genetic information as germ cells [23]. Furthermore, FGSCs have been found in postnatal ovaries of rats, pigs, sheep, monkeys, and humans, indicating that FGSCs exist widely in mammals [24–32].

This finding provides a new perspective for treatment of infertility, which is of great significance for maintaining ovarian functions, improving follicular quality, and increasing the pregnancy rate of female mammals. In more than 10 years of FGSC research, systematic studies of small molecular compounds in FGSC toxicological evaluation and developmental regulation mechanisms have provided a basis for the clinical application of small molecular compounds [33–38].

In recent years, with the comprehensive application of high-sensitivity mass spectrometry and biochemical analyses, in addition to traditional lysine acetylation, methylation, and phosphorylation [39], a variety of novel acylation modifications derived from cellular metabolic intermediates have been discovered, such as succinylation, crotonylation, and lactylation [40, 41]. These discoveries greatly expand our understanding of histone epigenetic modifications. Histone Lys β-hydroxybutyrylation (Kbhb) is a novel acylation modification that has been identified in four modification sites in mice and humans [42]. Under low carbon metabolism conditions, H3K9bhb modification is enriched in the promoter regions of starvation response pathway genes, participates in the activation and regulation of related genes, and is distinct from gene categories of acetylation and methylation [42]. Furthermore, histone Kbhb is involved in epigenetic regulation of various physiological states. For example, CD8 + memory T cells express Foxo1 and PGC-1α through histone H3K9bhb modification and then cooperatively upregulate Pck1 expression. This leads to a flow of carbon along glycogen and pentose phosphate pathways, which is associated with the development of memory T cells [43]. Additionally, hepatoma cells indirectly increase the modification of histone H3K9bhb through the R-loop to promote oncogene expression, which results in a poor cancer prognosis [44]. However, the role of histone hydroxybutyrylation in reproductive development and the related mechanisms remain unclear.

In this study, we investigated the regulatory effect and mechanism of metformin on the development of FGSCs in vivo and in vitro. Our data revealed a novel histone modification pattern in the regulation of FGSC development, which contributes to functional recovery of the ovary and maintenance of fertility.

## Materials and methods

### Chemical compound

Metformin (PHR1084) purchased from Sigma-Aldrich (Louis, MO, USA) was diluted directly in PBS to various concentrations.

### Animals

Female ICR mice (12 and 28 weeks old) were purchased from SLAC Laboratory (Shanghai, China) and maintained in an auto-controlled temperature and humidity environment with 12-h/12-h light/dark cycle and ad libitum access to food and water. This study was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals and relevant Chinese laws and regulations. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai Jiao Tong University. (Title: Mechanism for transdifferentiation of spermatogonia into germline stem cells and germ cells; Number: A2016084; Date: Oct 18, 2016). We declared that our manuscript reporting adheres to the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357) for the reporting of animal experiments.

### Culture of FGSCs

The FGSC line was cultured as described previously [23, 45, 46]. In brief, FGSCs were cultured on mitotically inactivated STO (SIM mouse embryo-derived thioguanine and ouabain-resistant) feeder cells at 37 °C with 5% CO2. The culture medium was minimum essential medium alpha (12000022, Gibco), supplemented with 10% fetal bovine serum (FBS03ES-5001, Front), 10 ng/mL human basic fibroblast growth factor (10018b, PeproTech), 10 ng/mL mouse glial cell line-derived neurotrophic factor (45044, PeproTech), 10 ng/mL mouse epidermal growth factor (31,509, PeproTech), 10 ng/mL mouse leukemia inhibitory factor (sc4378, Santa Cruz Biotechnology), 1 mM non-essential amino acids (11140050, Gibco), 2 mM L-glutamine (A2916801, Gibco), 50 U/mL penicillin and 50 μg/mL streptomycin (15070063, Gibco), 1 mM pyruvate (11360070, Gibco), and 100 μM β-mercaptoethanol (M3148, Sigma-Aldrich). FGSCs were subcultured every 3 or 4 days by digestion with TrypLE™ Express (12604021, Gibco) at a 1:4 or 5 split ratio. The culture medium was changed every 2 days. FGSCs were identified by RT-PCR and immunofluorescence (Additional file 1: Fig. S1).

### Metformin treatment of mice

Female ICR mice (12 and 28 weeks old, *n* = 20 each) were allowed to acclimate for 1 week and under the premise of 4R (reduction, refinement, replacement, responsibility) principle in animal experiments. Then, mice were weighed and recorded in order of weight from lowest to highest, and four rearing rooms were assigned, with 5 mice in each rearing room. Random grouping was adopted as follows: mice were assigned according to rearing rooms from 1 to 4 and weight from lowest to highest, starting from rearing room 1 in the first round. In the second round, the mice were allocated from rearing room 2, and rearing room 1 was completed. In the third round, the mice were allocated from rearing room 3, and rearing rooms 1 and 2 were completed until the end of the four rounds. A new round was allocated from rearing room 1 in the same way as above until the mice were allocated. The experimental groups (12 and 28 weeks, *n* = 10 each) were treated with metformin intraperitoneally (i.p. 200 mg/kg) [20, 21] and the remaining mice as the control group were treated with PBS for 7 days. Then, 5-ethynyl-2ʹ-deoxyuridine (EdU, C00053, RiboBio) injection (i.p., 10 mg/kg, refer to the instruction of test kits) was performed at 1 and 3 weeks after metformin treatment (12 and 28 weeks, *n* = 5 each) to mark proliferating FGSCs. The injection procedure was operated at a sterilized workstation, and disposable syringes were used. The injection site was adequately disinfected before injection to prevent infection of the injection wound. The veterinarian was responsible for daily mental state and wound checks. The mice were euthanized by carbon dioxide at 24 h after EdU injection. Avoid the process to other mice for suffering from fear and mental pain.

### Hormone analysis

Sera were separated from collected blood samples after euthanasia, immediately. Serum levels of estradiol and progesterone were measured by an Access Immunoassay System (Beckman Coulter, UniCelDxl 800, USA) in accordance with the manufacturer’s instructions.

### Histological analyses and ovarian follicle counting

Mouse ovaries collected at the two time points were fixed with 4% paraformaldehyde, embedded in paraffin, and sectioned into 6-μm-thick slices. Sections were dewaxed, hydrated, and stained with hematoxylin and eosin (HE). Experimental procedures were performed in accordance with previous studies with some modification [23, 46]. Ovarian follicles were counted as described previously [47, 48]; in brief, the number of all types of follicles in the left and right ovarian slices of each mouse was recorded, and the repeated sections in the same position were counted only once. Finally, the total number of follicles in each mouse ovary in different treatment groups was counted and analyzed.

### Immunofluorescence of ovarian tissue

Immunofluorescence staining was performed using a Cell-Light Apollo 567 Stain Kit (C10371-1, RiboBio) in accordance with the manufacturer’s protocol. Briefly, section dewaxing and rehydration were conducted as described for HE staining, and antigen retrieval was performed in citric acid buffer (10 mM sodium citrate, pH 6.0) by microwaving. Sections were permeabilized in 0.5% Triton X-100 at room temperature for 20 min, and EdU staining was performed according to the manufacturer’s protocol. Then, 10% goat serum was applied as a blocking regent at room temperature for 30 min, followed by incubation with the primary anti-Mvh antibody at 4 °C overnight and then with a CoraLite488-conjugated secondary antibody (1:200; SA00013-2, Proteintech) at room temperature for 1 h. Nuclei were counterstained with Hoechst 33342 at room temperature for 30 min. Sections were mounted as described for HE staining. Images were captured under a Leica fluorescence microscope (Leica, DM2500, Germany).

### Cell counting

FGSCs were cultured in 24-well plates at 10^4^ cells/well overnight and then treated for 24 and 48 h with various concentrations of metformin. Then, the cells were digested, resuspended in PBS, and counted using a hemocytometer.

### Cell viability assay

FGSCs were seeded at 2000 cells/well in 96-well plates and cultured overnight at 37 °C with 5% CO2. The cells were treated with various concentrations of metformin for 24 h, and then, cell viability was measured by Cell Counting Kit-8 (CCK-8, C0038, Beyotime) in accordance with the manufacturer’s instructions. Optical density was measured at 450 nm using a microplate reader (Bio-Tek, Thermo Fisher Scientific, USA).

### Cell proliferation assay

FGSCs were cultured in 48-well plates at 5000 cells/well overnight. After treatment with various concentrations of metformin for 24 h, a Cell-Light EdU Apollo 567 in vitro kit (C10310-1, RiboBio) was used to evaluate cell proliferation in accordance with the manufacturer’s protocol. The cells were incubated with 50 μM EDU for 2 h, fixed with 4% paraformaldehyde for 30 min at room temperature, neutralized in 2 mg/mL glycine for 5 min, and incubated for 10 min on a shaking table in PBS containing 0.5% Triton X-100) for permeabilization. Then, the cells were treated with 1 × Apollo staining solution for 30 min, followed by washing with PBS containing 0.5% Triton X-100 three times. And 1 × Hoechst 33342 solution was used for counterstaining. Finally, an inverted fluorescence microscope (Leica, DMI3000B, Germany) was used to capture images that were analyzed by ImageJ. In brief, three visual fields were taken from each well in each treatment group, and the red fluorescence (EDU) and blue fluorescence (Hoechst 33,342) in each visual field were counted. The cell proliferation index was determined as the ratio of EDU to Hoechst 33342.

### RT-PCR and real-time qRT-PCR

Total RNA was extracted from FGSCs using Trizol reagent (15596026, Life Technologies). The RNA concentration was measured using a Nano Drop 2000 spectrophotometer (Thermo Fisher Scientific, USA). Approximately 1000 ng total RNA was reverse-transcribed into cDNA using a reverse transcription kit (11141ES60, YEASEN). RT-PCR was performed with 2 × HieffPCR Master Mix (10102ES03, YEASEN) in a Master cycler PCR (Eppendorf AG, 6331, Germany) using touchdown PCR mode (95 °C for 5 min, followed by 20 cycles at 95 °C for 30 s, touchdown annealing at 65–50 °C, 72 °C for 30 s, and then 15 cycles at 95 °C for 30 s, 50 °C for 30 s, 72 °C for 30 s, and final extension at 72 °C for 10 min). RT-PCR products were separated on 1.5% agarose gels and imaged with an AlphaImager EP bioimaging system (Alpha Innotech, USA). Real-time qRT-PCR analysis was carried out with a HifairIII One Step RT-qPCR SYBR Green Kit (11184ES08, YEASEN) in an Applied Biosystems Real-Time PCR System (Thermo Fisher Scientific, 7500, USA) with the following reaction conditions: 50 °C for 2 min, 95 °C for 10 min, and then 40 cycles of 95 °C for 15 s and 60 °C for 60 s. Data were analyzed by the 2-ΔΔCt method. 

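Primers were placed by exact match on NCBIM37 and its GENCODE protein-coding transcripts. The qRT-PCR primers of Gata2, CACCCCGCCGTATTGAATG and CCTGCGAGTCGAGATGGTTG, each had 1 match in the genome, at 88149591 to 88149609 and 88149701 to 88149720 of chromosome 6. Both lie in coding sequence of exon 2 of 6, an exon shared by both protein-coding transcripts, and delimit a product of 130 bp that is the same on genomic DNA and on the transcript. The Gapdh pair for qRT-PCR matched Gapdh transcripts with a product of 123 bp, and its primers, with 53 and 136 matches in the genome, also delimit 43 products of up to 2000 bp there. For the germ cell markers, the RT-PCR pairs matched the transcripts of 1 gene each, with products of 430 bp for Oct4 (Pou5f1), 213 bp for Mvh (Ddx4), 354 bp for Stella (Dppa3), 264 bp for Fragilis (Ifitm3), 268 bp for Dazl and 483 bp for Blimp1 (Prdm1). The Blimp1 primers both lie in exon 6 of 8, so that genomic DNA gives a product of the same length. The forward primer of Fragilis also matches Ifitm1 and Ifitm2, whereas its reverse primer matches Ifitm3 alone.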

Primers are shown in Additional file 6: Table S1 and Additional file 7: Table S2.

### Western blotting

Cells were lysed in RIPA buffer (P0013B, Beyotime) containing InStabTMProtease Cocktail inhibitor (20123ES10, YEASEN), scraped into an EP tube using a BeyoGold cell scraper (FSCP023, Beyotime), and incubated for 5 min after 20 s of vortexing for six times in total. The whole procedure was conducted on ice. Protein concentrations were measured by a BCA protein quantification kit (YEASEN, 20201ES76). A total of 20–40 µg proteins was separated using a 12.5% SDS-PAGE gel fast preparation kit (PG113, Epizyme) and then transferred to Immobilon-P PVDF membranes (Millipore, IPVH00010, Merk, Germany). Membranes were blocked with 5% dry non-fat milk in Tris-buffered saline Tween 20 (TBST) for 1.5 h with gentle shaking at room temperature and then incubated at 4 °C overnight (16–18 h) in QuickBlock™ primary antibody dilution buffer (P0256, Beyotime) with the following primary antibodies: anti-Kbhb (1:2000; PTM-1201, PTM), anti-H2BK5bhb (1:2000; PTM-1230, PTM), anti-histone H3 (1:2000; 17168-1-AP, Proteintech), anti-Gata2 (1:2000; ab109241, Abcam, UK), or anti-GAPDH (1:50000; 60004-1-Ig, Proteintech). The membranes were washed with Tris-buffered saline Tween 20 three times for 10 min each, incubated for 2 h with secondary antibodies (1:2000; SA00001-1 or SA00001-2, Proteintech) diluted in blocking buffer, and then washed three times with TBST for 10 min each. Finally, protein brands were visualized using ECL reagent (MA0186, Meilunbio) and scanned by a Gel Imager System (Tanon, 4600SF, China). The density of protein bands was calculated by ImageJ.

### Immunofluorescence

FGSCs were cultured to 80% confluence in 24-well plates. Then, the cells were fixed in 4% paraformaldehyde for 30 min at room temperature and washed with PBS three times. Samples were blocked in 10% goat serum at room temperature for 1 h, incubated with an anti-Mvh primary antibody (1:200; ab13840, Abcam) at 4 °C overnight (16–18 h), washed with PBS three times, and then incubated with a CoraLite594-conjugated secondary antibody (1:200; SA00013-4, Proteintech) for 1 h at room temperature. Nuclei was counterstained with 4′,6-diamidino-2-phenylindole (DAPI) for 3 min. After three washes, the cells were mounted in antifade mounting medium (P0126, Beyotime) to capture images under a fluorescence microscope (Leica, DMI3000B, Germany).

### Sequencing of proteomic pan-β-hydroxybutyrylation

Protein extraction, fragmentation, enrichment, mass spectrometry, and sequencing analysis were performed by PTM Bio Company. Briefly, samples were mixed with pyrolysis buffer for ultrasonication. After centrifugation, the supernatant was collected to determine the protein concentration using the BCA kit and then subjected to trypsin digestion overnight, following the manufacturer’s instructions. After enzymatic hydrolysis, the peptides were dissolved in IP buffer and transferred to prewashed β-hydroxybutyrylated resin (PTM Bio, China) for incubation overnight. Then, the resin-bound peptides were washed and eluted three times, collected for desalinization in accordance with the C18 Zip Tip instructions and subjected to HPLC-MS/MS analysis.

### Chromatin immunoprecipitation sequencing and qPCR

Chromatin immunoprecipitation (ChIP) and input DNA fragment preparation were conducted following a published protocol (Chapter 17) [49]. In brief, cells were cross-linked with 1% formaldehyde for 8 min. The reaction was terminated by incubation in 125 mM glycine for 5 min at room temperature. Then, the cells were resuspended in lysis buffer (50 mM Tris-HCL, pH 8.0, 10 mM EDTA, pH 8.0, 1% SDS, 1 mM PMSF, 20 mM sodium butyrate, and 1 × protease inhibitors) and sheared with a BioruptorPico sonication device (Diagenode, Belgium) to 200–500 bp. Premixed Protein A + G Magnetic beads (Thermo Fisher Scientific, USA) were bound to 8–10 μg anti-H2BK5bhb at 4 °C for 2–4 h and then incubated with DNA fragment at 4 °C for 3 h or overnight for immunoprecipitation in the IP group. The input group stored at 4 °C. Finally, the DNA fragments were washed, isolated, and purified by relevant buffers and reagents. End repair and ligation with adapters were carried out using an NEBNext Ultra EndRepair/dA-Tailing Module (E7442, NEB) and NEBNext Ultra Ligation Module (E7445, NEB), respectively. High-throughput sequencing of ChIP fragments was performed using an Illumina NextSeq 500, following the manufacturer’s protocol after quality evaluation of ultrasonic fragment (Additional file 2: Fig. S2). To align the reads to the mm9 reference genome, bowtie2 was used. PCR duplicates were removed using SAMtools (version 2.0.1). Normalized genome coverage tracks were generated from uniquely mapped reads using deepTools2 (version 3.1).

DNA fragment preparation was performed as described in 2.12. ChIP-qPCR primers for Gata2, Psen2, and Ptgr2 promoters are shown in Additional file 8: Table S3. 

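The ChIP-qPCR primers were placed by exact match on NCBIM37, the mm9 build that the paper used for ChIP-seq. The Gata2 pair had 1 match each and delimits 189 bp from 88146429 to 88146617 of chromosome 6, with 52.4% GC. This product lies in the first intron of the Gata2 transcript that starts at 88143885, 2544 bp downstream of that start, and its middle is 2135 bp upstream of the start of the other transcript at 88148658. Its sequence is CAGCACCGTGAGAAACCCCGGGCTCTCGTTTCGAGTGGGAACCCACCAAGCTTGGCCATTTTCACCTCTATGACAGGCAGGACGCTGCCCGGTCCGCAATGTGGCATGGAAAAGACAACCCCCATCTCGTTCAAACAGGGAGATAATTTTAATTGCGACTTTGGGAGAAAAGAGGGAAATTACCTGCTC. The Psen2 pair, CACCGCATACTGTGACTG and CAGTGTACAGTGGGCTAC, had 3 and 12 matches, all inside Psen2. Together they delimit 18 products of 187 to 1961 bp between 182172853 and 182174813 of chromosome 1, a region without an exon in introns of 6 Psen2 transcripts, 18756 to 20716 bp downstream of the outermost 5′ end of the gene. Annotated transcripts of Psen2, which is on the minus strand, start nearer to this region, at 182175888 and 182176081. The forward primer also matches a Ppp4c transcript. For Ptgr2, the forward primer CAGAGGCAGAGGCAGAGG consists of a short repeat and had 31529 matches in the genome, 72 of them next to the single match of the reverse primer AAACCATACCTGCCTGCC at 85624157 to 85624174 of chromosome 12. These give products of 34 to 460 bp that lie 2008 to 2467 bp upstream of the start of Ptgr2 at 85626182, outside any annotated gene. Counting also the products that the forward primer makes with itself, 239 products of up to 2000 bp lie in the genome, 72 of them at Ptgr2.

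**Figure D1:**
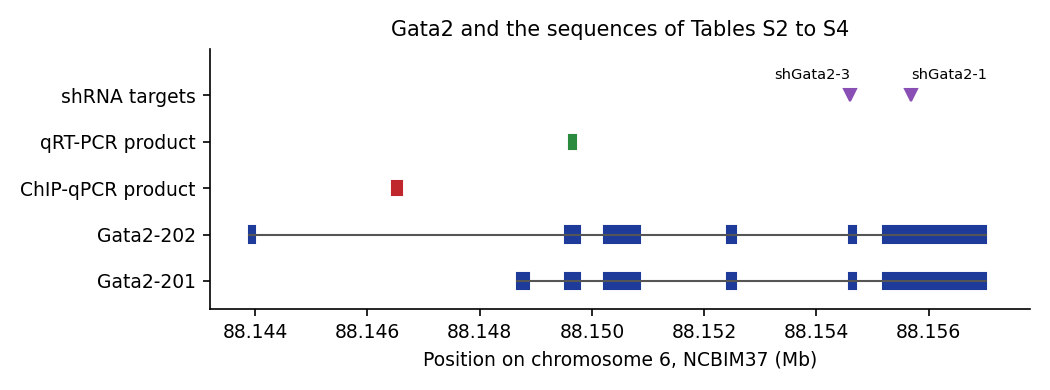
Gata2 on chromosome 6 of NCBIM37, in Mb, with the exons (boxes) and introns (lines) of its transcripts, the products of the ChIP-qPCR and qRT-PCR primers, and the 2 shRNA targets that match the genome within 1 exon. The ChIP-qPCR product lies between the 2 first exons.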

The data were normalized to the adjusted input sample and analyzed by the percent input method.

### RNA extraction and sequencing

Total RNA was extracted from FGSCs using Trizol reagent (15596026, Life Technologies). cDNA libraries were constructed using a VAHTSTM mRNA seq v2 Library Prep Kit for Illumina1 (Vanzyme, China). Sequencing libraries were constructed in accordance with the manufacturer’s protocol. The library quality was determined by a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). The Illumina HiSeq 2500 platform (Illumina, San Diego, CA, USA) was used for RNA-sequencing (RNA-seq). The quality of RNA-seq data was evaluated using FastQC (Additional file 3: Fig. S3).

### Gene ontology and Kyoto encyclopedia of gene and genomic pathway analysis

Gene Ontology (GO) analysis was performed to identify the biochemical processes of differentially expressed mRNAs. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was applied to identify significant pathways of differentially expressed mRNAs using DAVID (http://david.abcc.ncifcrf.gov/home.jsp). Fisher’s exact test was used to identify significant results, and the false discovery rate was applied to correct *P*-values (*P* < 0.05).

### Infection by shRNA-carrying lentiviruses

FGSCs were cultured to 50% confluence in a 48-well plate and incubated with a 100-μL mixture of culture medium and lentivirus solution (1:1 volume ratio). After 24 h of infection, the cells were cultured in normal FGSC medium for 24–48 h. Then, the cells were selected with puromycin (5 µg/mL) for 5–7 days to obtain stable Gata2-knockdown FGSCs.

### Statistical analyses

All experiments were performed at least three times. Data are expressed as means ± SD. Two-tailed Student’s t-test was used to analyze differences. Statistical analysis was performed by GraphPad Prism 8.0 software (San Diego, USA). *P* < 0.05 was considered statistically significant.

## Results

### Metformin increases the number of FGSCs in mouse ovaries and promotes follicular development and luteogenesis

To explore the role of metformin in FGSC development in mouse ovaries, we investigated the effect of metformin on the FGSC number and ovarian functions at various time points. The results showed that the number of FGSCs in ovaries was significantly increased after treatment with metformin for 1 week compared with the control group (Fig. 1A, B). However, the difference was not statistically significant after treatment for 3 weeks (Fig. 1C, D). These data suggested that metformin promoted FGSC proliferation in mouse ovaries after 1 week of treatment, but the difference was not significant after 3 weeks of treatment.

**Fig. 1:**
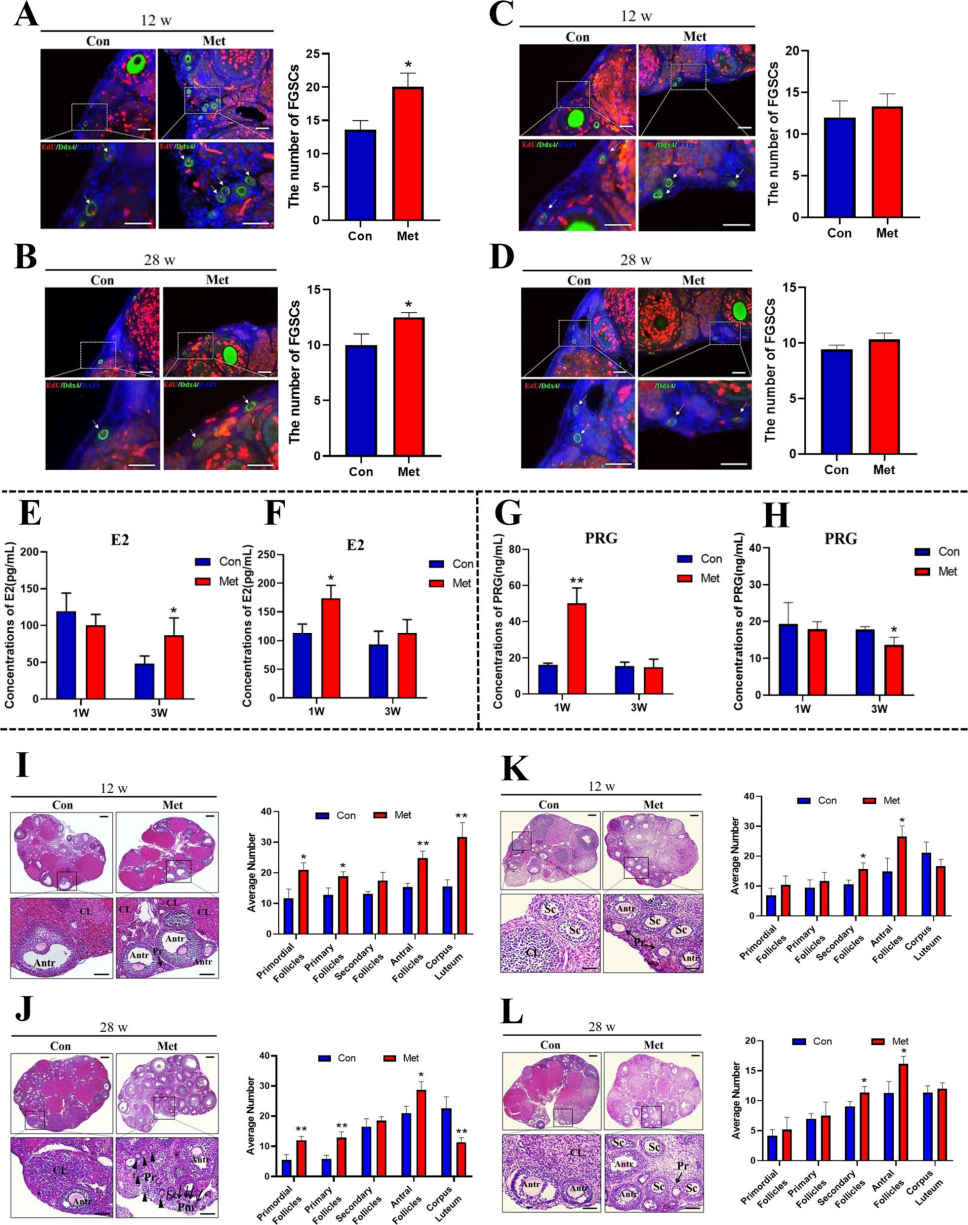
Regulatory effect of metformin on ovarian FGSC and ovarian function in mice. Figure 1–1. Metformin increases the number of FGSCs in mice ovaries. **A** Left: Dual fluorescence staining of mouse ovarian FGSCs in 12-week-old mice after metformin treatment for 1 week. Right: Statistical analysis of the number of Mvh (green) and EdU (red) double-positive cells. **B** Left: Dual fluorescence staining of mouse ovarian FGSCs in 28-week-old mice after metformin treatment for 1 week. Right: Statistical analysis of the number of Mvh (green) and EdU (red) double-positive cells. **C** Left: Dual fluorescence staining of mouse ovarian FGSCs in 12-week-old mice after metformin treatment for 3 weeks. Right: Statistical analysis of the number of Mvh (green) and EdU (red) double-positive cells. **D** Left: Dual fluorescence staining of mouse ovarian FGSCs in 28-week-old mice after metformin treatment for 3 weeks. Right: Statistical analysis of the number of Mvh (green) and EdU (red) double-positive cells. Scale bars: 50 μm. Figure 1–2. Metformin regulates the secretion of ovarian hormones in mice. **E** Changes of the serum E2 level in 12-week-old mice treated with metformin. **F** Changes of the serum E2 level in 28-week-old mice treated with metformin. **G** Changes of the serum PRG level in 12-week-old mice treated with metformin. **H** Changes of the serum PRG level in 28-week-old mice treated with metformin. Figure 1–3. Metformin regulates the development of ovarian follicles in mice. **I** Left: Histological morphology of 12-week-old mouse ovaries after metformin treatment for 1 week. Right: Statistical analysis of the number of developmental follicles in 12-week-old mice. **J** Left: Histological morphology of 28-week-old mouse ovaries after metformin treatment for 1 week. Right: Statistical analysis of the number of developmental follicles in 28-week-old mice. **K** Left: Histological morphology of 12-week-old mouse ovaries after metformin treatment for 3 weeks. Right: Statistical analysis of the number of developmental follicles in 12-week-old mice. **L** Left: Histological morphology of 28-week-old mouse ovaries after metformin treatment for 3 weeks. Right: Statistical analysis of the number of developmental follicles in 28-week-old mice. Scale bars: 100 μm. All data are presented as means ± SD. *p < 0.05, **p < 0.01 compared with the control by two-tailed Student’s t-test or one-way ANOVA and the multiple comparison test. Con: control, Met: metformin. w: week. E2: estradiol, PRG: progesterone. Pm: primordial follicle (arrows), Pr: primary follicle (arrowheads), Sc: secondary follicle, Antr: antral follicle, CL: corpus luteum

We further evaluated the effect of metformin on the FGSC microenvironment in ovaries. First, we determined estradiol and progesterone levels in serum samples. The estradiol level in 12-week-old female mice was significantly (P < 0.05) increased after treatment for 3 weeks (Fig. 1E). The estradiol level in 28-week-old female mice was significantly different with that of treatment for 1 week (Fig. 1F). The progesterone level in 12-week-old female mice was significantly increased after treatment for 1 week compared with the control (Fig. 1G). However, the progesterone level in 28-week-old females was significantly decreased after treatment for 3 weeks (Fig. 1H). Next, we performed HE staining on collected mouse ovaries to observe structural changes. The results indicated that the proportion of follicles at various stages was significantly different after treatment for 1 or 3 weeks. After metformin treatment for 1 week, the numbers of primordial, primary, and antral follicles were increased significantly in the ovaries of both 12-week-old and 28-week-old mice. However, the number of corpus luteum was increased in 12-week-old mice, but decreased in 28-week-old mice (Fig. 1I, J). Furthermore, metformin treatment for 3 weeks significantly increased the number of secondary and antral follicles in the ovaries of both 12- and 28-week-old mice (Fig. 1K, L). These results indicated that metformin increased the number of FGSCs in mouse ovaries, regulated the secretion of reproductive hormones, promoted follicular development and luteinization, and improved the ovarian reserve capacity.

### *Metformin enhances FGSC proliferation *in vitro

Considering the proliferation induction effect of metformin on mouse ovarian FGSCs, we verified this effect of metformin on FGSCs in vitro. Cultured FGSCs were characterized by identifying marker genes of germ cells: Oct4 (also known as Pou5f1, POU domain, class 5, transcription factor 1), Mvh [also known as Ddx4, DEAD (Asp-Glu-Ala-Asp) box polypeptide 4], Stella (also known as Dppa3, Developmental pluripotency-associated 3), Fragilis (also known as Ifitm3, Interferon-induced transmembrane protein 3), Dazl (deleted in azoospermia-like), and Blimp1 (also known as prdm1, PR domain-containing 1). Oct4, Mvh, Stella, Fragilis, Dazl, and Blimp1 expression was confirmed by RT-PCR (Additional file 1: Fig. S1A). Uncropped full-length agarose gels can be found in Additional file 5: Fig. S5E–G. The cell morphology was normal, and MVH positivity was further identified by immunofluorescence analysis (Additional file 1: Fig. S1B, C). These results suggested that the FGSCs had the characteristics of germline stem cells. Next, the effects of metformin on the viability and proliferative capacity of FGSCs were determined by cell counting, and CCK-8 and EdU assays. Cell counting showed that the number of cells in 0.1 and 1 μM treatment groups was significantly higher than that in the control group (Fig. 2A, B). The CCK-8 cell viability assay also showed that FGSCs treated with metformin had significantly increased cell viability compared with untreated cells (Fig. 2C). The number of EdU-positive cells (red) relative to DAPI-positive cells (Blue) calculated by ImageJ software was significantly higher in treated groups than in the control group (Fig. 2D, E). These results demonstrated that metformin treatment exerted a positive effect on FGSC proliferation.

**Fig. 2:**
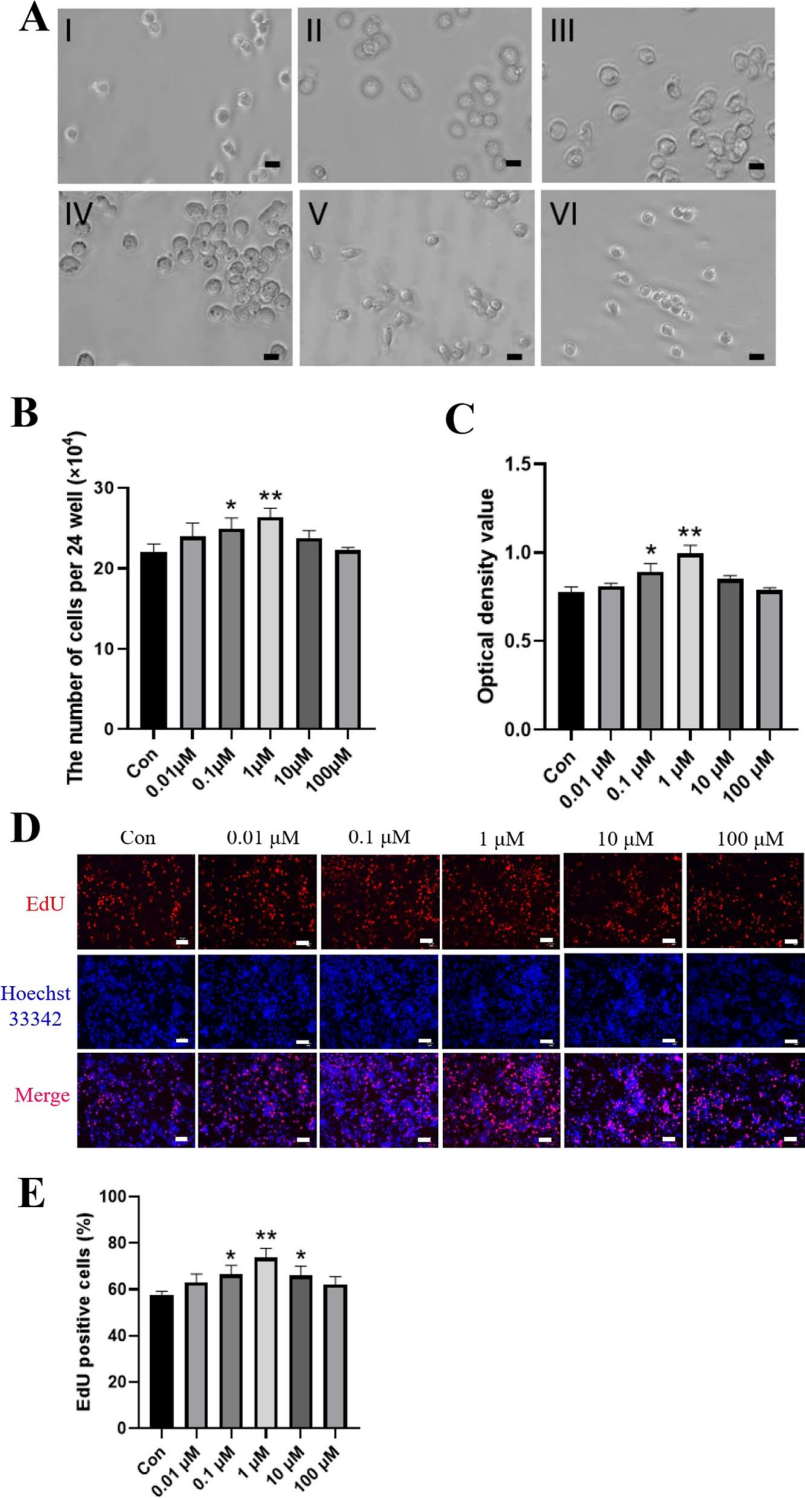
Metformin promotes FGSC proliferation in vitro. **A** Cellular morphology of FGSCs treated with various concentrations (I: control, II: 0.01 μM, III: 0.1 mM, IV: 1 μM, V: 10 μM, VI: 100 μM) of metformin (Scale bars: 20 µm). **B** Cells were counted after metformin treatment at various concentrations. **C** Cell viability assay after treatment with various metformin concentrations. **D, E** Cell proliferation after metformin treatment at various concentrations. (EdU, red; Hoechst 33,342, blue). (Scale bars: 20 μm). Right: Statistical analysis of EdU-positive cells. All data are presented as means ± SD of three biological replicates. *p < 0.05, **p < 0.01 compared with the control by one-way ANOVA and the multiple comparison test. Con: control

### Metformin leads to global protein β-hydroxybutyrylation changes in FGSCs

To further reveal the mechanism of metformin affecting FGSC development, we detected whole protein Kbhb in FGSCs after metformin treatment by western blotting. The results indicated that metformin treatment significant decreased histone Kbhb in FGSCs (Fig. 3A). Uncropped full-length gel blots can be found in Additional file 5: Fig. S5A. To identify the specific proteins and sites of histone Kbhb, we enriched Kbhb-modified peptides from metformin-treated FGSCs and controls for MS analysis. The sequencing data revealed 32 modified sites of Kbhb across 30 proteins (Fig. 3B). Examining their subcellular distribution revealed a widespread cellular effect, because the subcellular localization of differentially expressed Kbhb-modified proteins was mainly distributed in the cytoplasm (50%) and partly in the nucleus (37%) (Fig. 3C). To understand the potential regulation of FGSC development by metformin-induced Kbhb, we performed Gene Ontology (GO) analysis. The results showed that many biological processes were enriched with the Kbhb modification, such as biological regulation, metabolism, reproduction and development, and molecular functions including binding or catalytic activity and transcriptional regulation activity (Fig. 3D). COG/KOG analysis identified clusters of homologous proteins, consisting of energy production and transformation, RNA processing and modification, post-translational modification, intracellular transport secretion, and vesicle transport (Fig. 3E).

**Fig. 3:**
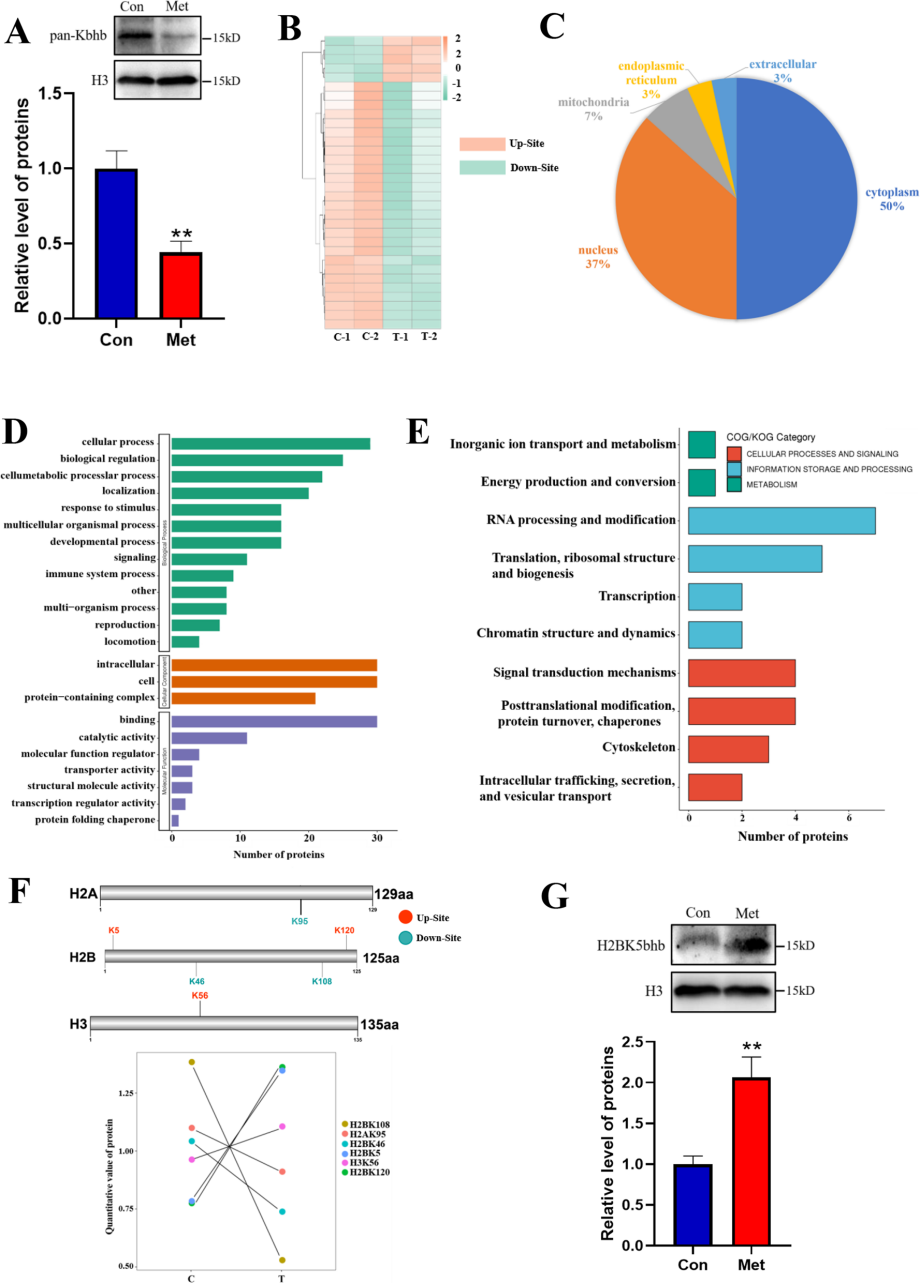
Metformin regulates the modification of total protein β-hydroxybutyrylation in FGSCs. **A** Top: Changes of Kbhb in the histone region of FGSCs treated with metformin as determined by western blotting. Bottom: Statistical analysis of western blots. Uncropped full-length gel blots can be found in Additional file 5: Fig. S5A. **B** Overview of the number of differentially expressed proteins and modification sites. **C** Proportion of subcellular localization of differentially expressed proteins modified by Kbhb. **D** GO annotation of differentially expressed proteins. **E** Homology clustering annotation of differentially expressed proteins. **F** Changes of core histone modifications in histone Kbhb. **G** Top: Western blot validation of histone H2BK5bhb modification. Bottom: Statistical analysis of western blots. Uncropped full-length gel blots can be found in Additional file 5: Fig. S5B. Western blot data are presented as mean s ± SD of three biological replicates. **p < 0.01 compared with the control by two-tailed Student’s t-test. Con: control. C-1, C-2: control repeat-1, repeat-2; Met: metformin. T-1, T-2: metformin repeat-1, repeat-2

Among all 32 modified sites of Kbhb, six belong to nucleosome core histone subunits, namely H2BK120, H2BK5, H3K56, H2AK95, H2BK108, and H2BK46 (Fig. 3F). Three of them were upregulated (H2BK120, H2BK5, and H3K56) and three were downregulated (H2AK95, H2BK108, and H2BK46) (Fig. 3F). Furthermore, western blotting confirmed that metformin treatment significantly promoted the upregulation of the H2BK5bhb modification in FGSCs (Fig. 3G). Uncropped full-length gel blots can be found in Additional file 5: Fig. S5B.

### Identification of potential downstream targets of histone H2BK5bhb

To uncover the regulatory role of H2BK5bhb in gene expression of FGSCs after metformin treatment, we performed H2BK5bhb chromatin immunoprecipitation sequencing (ChIP-seq) in metformin-treated FGSCs versus control FGSCs. ChIP-seq data showed that differentially expressed genes could be divided into four clusters by changes in the H2BK5bhb modification (Fig. 4A). Further GO classification analysis of H2BK5bhb-specific genes revealed biological processes such as regulation of cell development and positive regulation of cell development (Fig. 4B), suggesting a regulatory effect of H2BK5bhb in mediating cell developmental events. Moreover, differentially expressed gene screening and an overview of RNA-seq data confirmed that metformin-treated FGSCs had 36 upregulated genes and 89 downregulated genes (Fig. 4C, D). 

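RNA-seq compared 3 control libraries with 3 libraries treated with 1 μM metformin for 24 h, all from cultures that the authors label as FGSCs, which the paper describes as a line of germline stem cells from the mouse ovary. The authors deposited the expression of 55401 Ensembl genes in each library as FPKM, the fragments on a gene divided by its length and by the mapped fragments of the library, rounded to 2 decimals, with gene positions on GRCm38. The mapping and counting steps before this table were the authors' own. Total FPKM per library ranged from 317332 to 319720 in the control group and from 318769 to 320754 in the metformin group. The depth is not stated and was estimated from genes with a single exon shorter than 400 bp, whose low FPKM values multiplied by gene length fell within 0.1 of a whole multiple of one step in 100% of the values used. This step put the depth at 13400000, 13800000 and 14000000 fragments in control repeats 1 to 3 and at 14000000, 14000000 and 13800000 in metformin repeats 1 to 3. At this depth, 1 fragment on 1 kb of exon was worth 0.0713 to 0.0746 FPKM, and 3 fragments on 1 kb, taken as the smallest amount that could be told from 0, were worth 0.214 to 0.224 FPKM. These limits cover counting error only. Genes with a mean of at least 1 FPKM over the 6 libraries, 10661 in all, were compared between the groups on the scale of log2(FPKM + 1) with limma, using moderated spreads with a trend on the mean. A fold change on this scale understates the change of genes with low FPKM. Between repeats of one group, the SD of the log2 difference over these genes was 0.191 to 0.208, and between a control and a metformin library it was 0.197 to 0.210. No pair of libraries had identical values for more than 1.48% of the genes, so none was a copy of another. Each library was counted as 1 replicate. The check cannot tell separate cultures from several libraries of 1 culture, and the p-values below take the libraries as independent. Libraries with the same repeat number did not deviate together from their group means, with a mean correlation of 0.0114 across genes against -0.00568 for libraries with different numbers.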

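Between the metformin and control groups, 3 of the 10661 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and all 3 were higher with metformin. No gene was lower at this threshold, while at an unadjusted p under 0.05 there were 643 genes higher and 513 lower with metformin. Which direction had more genes at that threshold depended on the scaling, with 569 higher and 584 lower when each library was rescaled to the same sum. Values of the 2 groups did not overlap for 1812 genes, or 17.0% of those tested, where chance alone gives 10%. Most differences were small, and the log2 fold changes of the 1st and 99th percentiles of genes were -0.32 and 0.35. Trib3, which encodes a pseudokinase, lies on chromosome 2 from 152337422 to 152344032 and had an FPKM of 6.56 ± 0.318 (SD, n = 3) in the control group and 16.0 ± 0.334 (SD, n = 3) with metformin, a log2 fold change of 1.17 (standard error 0.04, adjusted p = 0.000127 from limma). Chac1, which encodes a glutathione-degrading enzyme, lies on the same chromosome from 119351229 to 119354381 and went from 2.52 ± 0.256 to 6.94 ± 0.348 FPKM (SD, n = 3 each), a log2 fold change of 1.18 (standard error 0.07, adjusted p = 0.00197 from limma). Ddit3, which encodes the transcription factor CHOP, lies on chromosome 10 from 127290774 to 127296288 and went from 7.33 ± 0.435 to 12.9 ± 0.531 FPKM (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.05, adjusted p = 0.00453 from limma). Ddit3 overlaps Mars, a gene on the opposite strand with a mean of 59.7 FPKM, only at their ends from 127296221 to 127296288, where fragments could be shared if the authors' counting ignored the strand. It also overlaps 2 genes with means of 0.252 and 0 FPKM. For each of these genes all 3 metformin libraries were above all 3 control libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the replicate number as a block, Trib3 and Chac1 had adjusted p = 0.00432 and adjusted p = 0.0120, and Ddit3 had adjusted p = 0.0833 in limma. The alternative that moved the number of genes most at the same threshold was to test all 22809 genes above 0 in at least 1 library, which gave 4 genes higher and 3 lower.

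**Figure D2:**
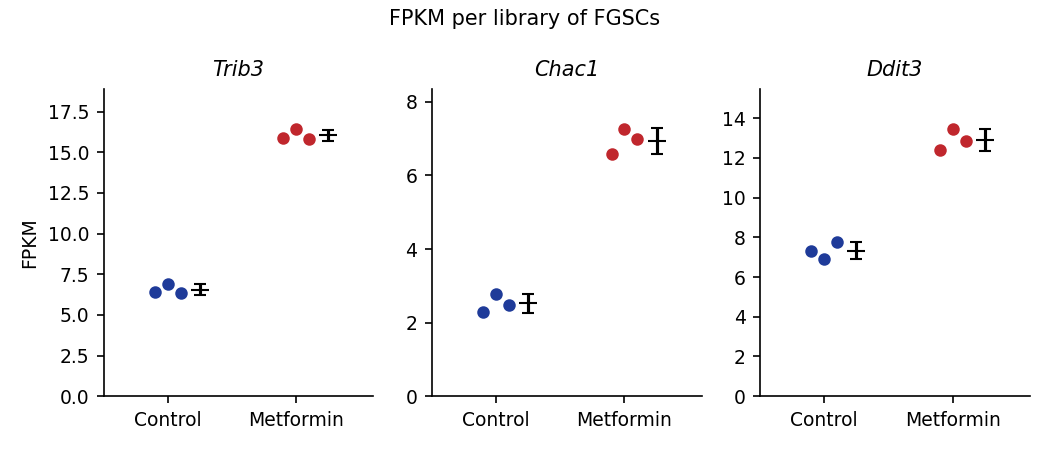
FPKM of Trib3, Chac1 and Ddit3 in each control (blue) and metformin (red) library labelled as FGSCs on a linear axis from 0, with the mean and SD of the 3 libraries in black. In each panel the lowest metformin library is above the highest control library.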

Among them, GO annotation indicated that metformin treatment affected biological processes such as stem cell population maintenance and positive regulation of the cell cycle (Fig. 4E). 

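The members of the GO terms were represented by gene lists written from general knowledge before the data were examined, and each list was tested against all other tested genes with limma's camera. Of 47 genes listed for stem cell population maintenance, 27 reached a mean of 1 FPKM. Their median log2 fold change with metformin was -3.62e-05, with 13 genes higher and 14 lower (adjusted p = 0.903 over the 6 lists tested, and adjusted p = 0.957 with the replicate number as a block, both from camera in limma with Benjamini-Hochberg adjustment). At an adjustment over this list alone, 3 of its genes had an adjusted p under 0.05. Ddx6 fell by 0.11 on the log2 scale and Rif1 fell by 0.11, whereas Etv5 rose by 0.14. Of 35 genes listed for positive regulation of the cell cycle, 33 were tested, with a median log2 fold change of 0.0085, 18 genes higher and 15 lower. Their camera result had the same adjusted p of 0.903 without the block and 0.957 with it. Myc, from 173 to 188 FPKM on average, was the 1 gene of this list with an adjusted p under 0.05 over the list. None of these 4 genes, singled out after their values were seen, passed over all tested genes, where their adjusted p ranged from 0.283 to 0.326.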

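For the signaling pathways, lists of core members were tested in the metformin libraries against the control libraries in the same way as the lists for the GO terms. The MAPK signaling list had 49 tested genes, of which 37 were higher and 12 lower with metformin, and a median log2 fold change of 0.04. Its adjusted p = 0.00453 over the 6 lists (camera in limma, Benjamini-Hochberg adjustment) was the only one under 0.05, and with the replicate number as a block it was adjusted p = 0.00825 in limma. When the correlation between genes was estimated from the libraries in place of a fixed 0.01, adjusted p = 0.0894 was obtained for this list in limma, the highest of a range over its alternatives that began at 0.000984. Over this list alone 4 genes passed, namely Ddit3, Atf4, Myc and Hras1, and Ddit3 was the only gene of the list that passed over all tested genes. The mTOR list of 39 tested genes had a median log2 fold change of 0.00035, the estrogen list of 34 genes one of 0.01 and the PI3K-Akt list of 43 genes one of 0.0049, each with an adjusted p of 0.903 without the block and 0.957 with it. Within the mTOR list alone, Sesn2, Ddit4 and Eif4ebp1 had an adjusted p under 0.05, with log2 fold changes of 0.41, 0.30 and 0.16. Ddit4 and Eif4ebp1 also passed within the PI3K-Akt list, together with Hsp90aa1, which went from 947 to 870.0 FPKM on average and also passed within the estrogen list. Hras1 rose by 0.12 on the log2 scale and also passed within the estrogen list. Apart from Ddit3, these genes were singled out after their values were seen, and over all tested genes their adjusted p ranged from 0.201 to 0.320.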

We further analyzed enrichment of KEGG pathways and found that the enriched pathways included mTOR, estrogen, MAPK, and PI3K-Akt signaling pathways, indicating that metformin regulated the development of FGSCs through multiple pathways (Fig. 4F).

**Fig. 4:**
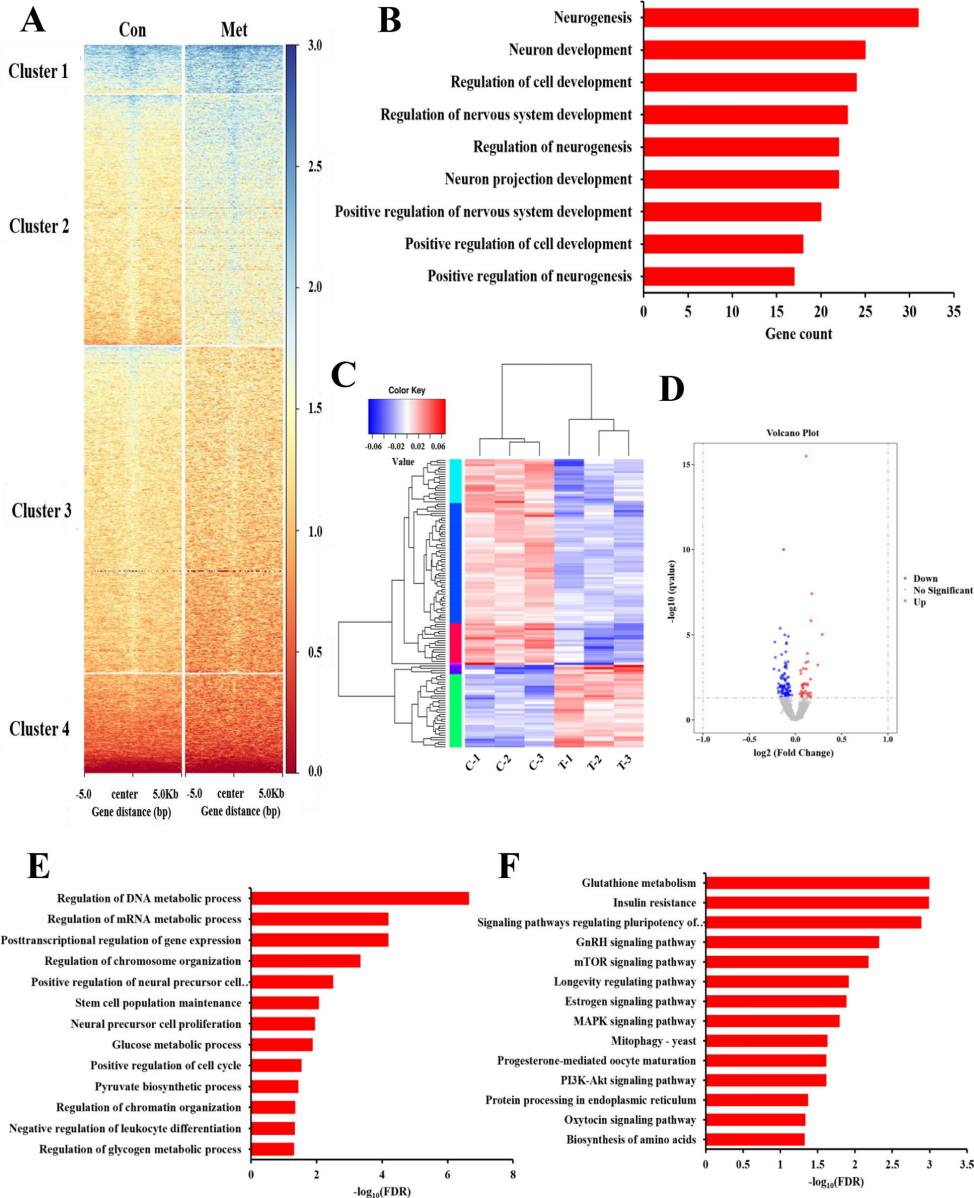
Histone H2BK5bhb Chip-seq and RNA-seq analysis of FGSCs treated with metformin. **A** Clustering of H2BK5bhb Chip-seq signals in control and treated groups. **B** GO annotation of differentially expressed genes with H2BK5bhb modification. **C** Cluster heat map of differentially expressed genes. **D** Volcano map of differentially expressed genes. **E** GO annotation analysis of RNA-seq data. **F** KEGG pathway analysis of RNA-seq data. C-1, C-2, C-3: control repeat-1, repeat-2, repeat-3; T-1, T-2, T-3: metformin repeat-1, repeat-2, repeat-3

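The RNA levels of Psen2, Ptgr2 and Gata2 were compared between the metformin and control libraries. Psen2, which encodes presenilin 2, lies on chromosome 1 of GRCm38 from 180227004 to 180263438 on the minus strand. Its FPKM was 13.3 ± 0.434 (SD, n = 3) in the control group and 14.3 ± 0.379 (SD, n = 3) with metformin, a log2 fold change of 0.10 (standard error 0.04, adjusted p = 0.412 from limma with Benjamini-Hochberg adjustment). Ptgr2, which encodes a prostaglandin reductase, lies on chromosome 12 from 84285232 to 84315832 on the plus strand and went from 5.10 ± 0.0751 to 5.30 ± 0.0781 FPKM (SD, n = 3 each), a log2 fold change of 0.05 (standard error 0.04, adjusted p = 0.708 from limma). Gata2 lies on chromosome 6 from 88193891 to 88207032 on the plus strand and went from 258 ± 5.49 to 275 ± 2.99 FPKM (SD, n = 3 each), a log2 fold change of 0.09 (standard error 0.02, adjusted p = 0.320 from limma). For all 3 genes every metformin library was above every control library (two-sided exact permutation test, p = 0.1 for each, the smallest p possible with 3 libraries against 3). The differences were thus larger than the range within each group, but none passed the adjustment over all tested genes. The paper picked these 3 genes partly for their rise in RNA-seq. Their shared direction and lack of overlap here are therefore no independent evidence of a rise. Fitted with the replicate number as a block, adjusted p = 0.536 was obtained for Psen2, adjusted p = 0.757 for Ptgr2 and adjusted p = 0.466 for Gata2 in limma. An unnamed gene on the opposite strand overlaps Psen2 and another overlaps Ptgr2, with means of 0.0833 and 0.10 FPKM, and no other listed gene overlaps Gata2.

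**Figure D3:**
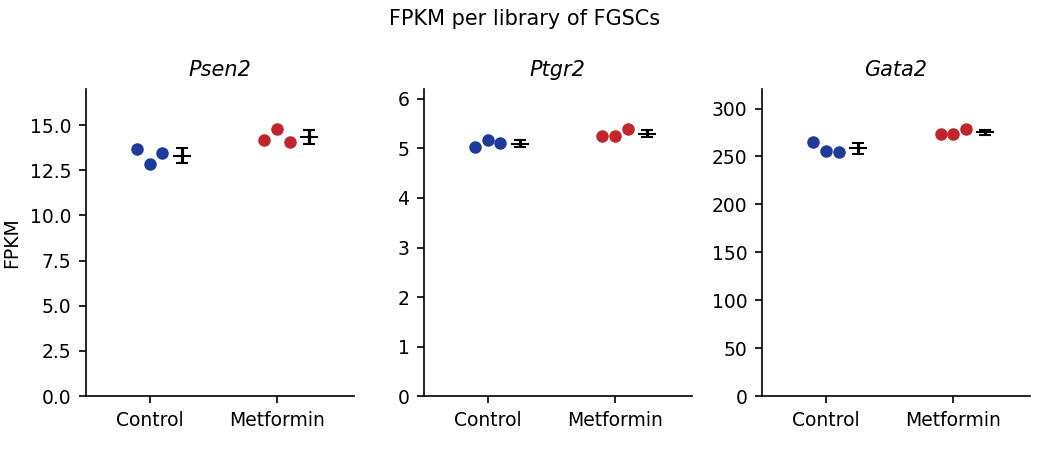
FPKM of Psen2, Ptgr2 and Gata2 in each control (blue) and metformin (red) library labelled as FGSCs on a linear axis from 0, with the mean and SD of the 3 libraries in black. For Psen2 the control libraries lie at 12.8 to 13.7 FPKM and the metformin libraries at 14.1 to 14.8, for Ptgr2 at 5.02 to 5.17 and 5.25 to 5.39, and for Gata2 at 255 to 265 and 273 to 279.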

After analysis of H2BK5bhb ChIP-seq and RNA-seq data, we chose three different genes that simultaneously had an increase of H2BK5bhb in the promoter region and upregulation of gene expression. ChIP-qPCR assays confirmed that H3BK5bhb was enriched in three promoter regions of target genes (Fig. 5A). Among these candidate genes, the transcription factor Gata2 has been reported to act as a self-renewal maintenance factor in hematopoietic stem cells [50, 51], which might be a target gene for metformin to regulate FGSC development.

**Fig. 5:**
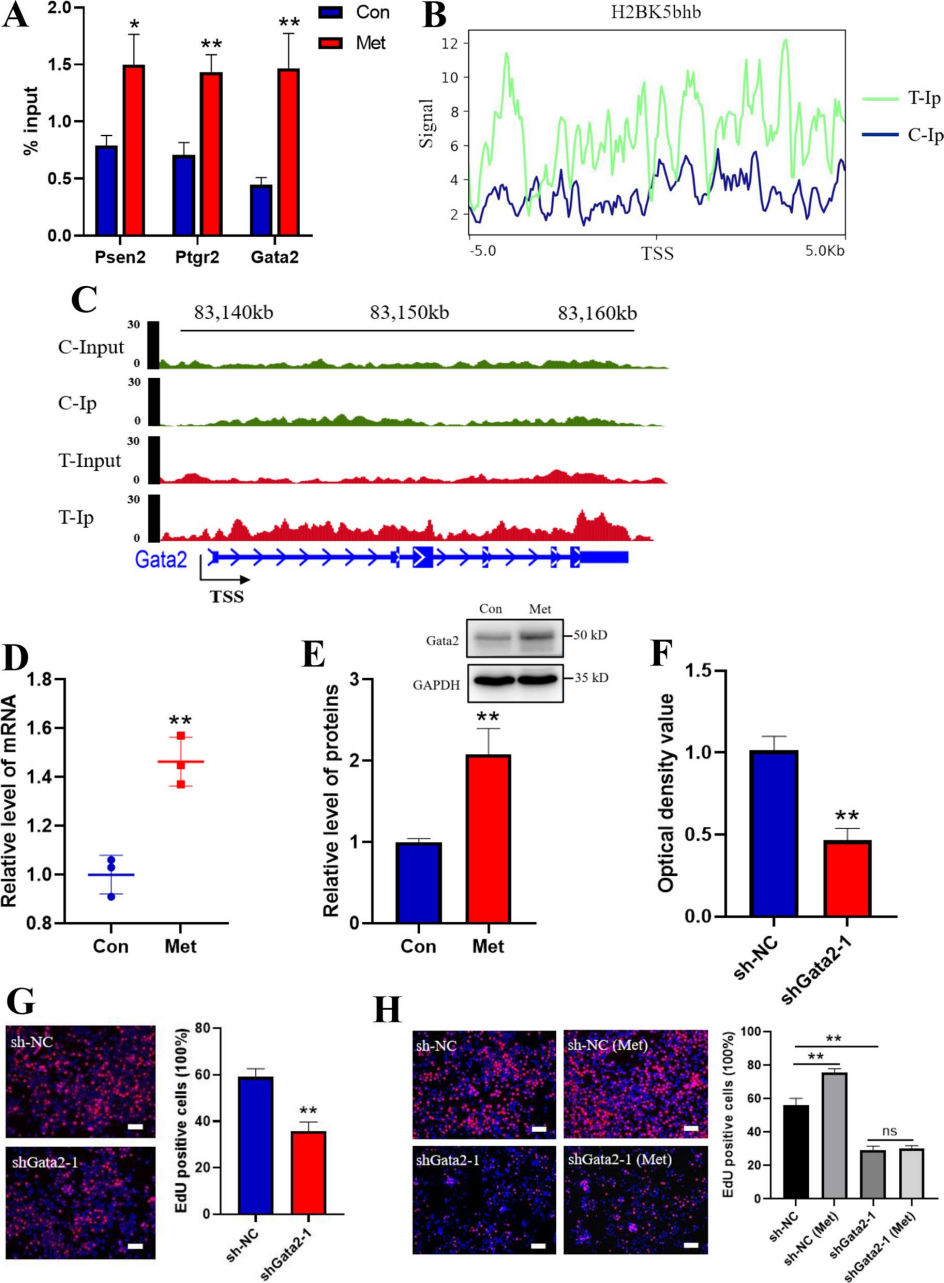
Histone β-hydroxybutyrylation activates transcription of Gata2. **A** Screening and validation of differentially expressed genes by Chip-seq. **B** Distribution of H2BK5bhb sites relative to the transcription start site (TSS). **C** IGV tracks for Gata2 from Chip-seq data. Con, C: control, Met, T: metformin. **D** Verification of Gata2 expression by qRT-PCR. (E) Verification of Gata2 expression by western blotting. Uncropped full-length gel blots can be found in Additional file 5: Fig. S5C. **F** Analysis of FGSCs with Gata2 interference by CCK-8 assays (Scale bars: 20 μm). **G** EdU assay of FGSCs with Gata2 interference. **H** EdU assay of Gata2-knockdown FGSCs with metformin treatment. All data are presented as means ± SD of three biological replicates. *p < 0.05, **p < 0.01 compared with the control by two-tailed Student’s t-test. Con: control, Met: metformin

### Metformin promotes FGSC proliferation by modifying histone H2BK5bhb of Gata2

To confirm activation of Gata2 transcription by H2BK5bhb, we analyzed the Gata2 promoter region signal in ChIP-seq data. The results showed that metformin treatment increased signal enrichment in the Gata2 gene transcription start site (TSS) ± 5 kb region, and an IGV diagram indicated that metformin treatment led to significant signal enrichment in the whole Gata2 gene sequence region including the promoter (Fig. 5B, C). Furthermore, qRT-PCR and western blotting confirmed that mRNA and protein expression of Gata2 was increased after metformin treatment (Fig. 5D, E). Uncropped full-length gel blots can be found in Additional file 5: Fig. S5C. To reveal the role of Gata2 in FGSC development, we knocked down Gata2 expression in FGSCs (Additional file 4: Fig. S4, Additional file 9: Table S4). Uncropped full-length gel blots can be found in Additional file 5: Fig. S5D. Using CCK-8 assays, we assessed the effect of Gata2 knockdown on FGSC viability. The results showed that FGSC viability was decreased significantly compared with the control group after 24 h of culture (Fig. 5F). To determine the effect of Gata2 on FGSC proliferation, we performed an EdU assay. The results showed that the FGSC proliferation rate in the Gata2-knockdown group was reduced significantly (Fig. 5G). Similarly, to further confirm that metformin promoted the proliferation of FGSC via Gata2, EdU assays were performed in Gata2-knockdown FGSC after metformin treatment. The results showed that the proliferation rate of metformin-treated FGSC (sh-NC-Met) was significantly higher than control group (sh-NC) (Fig. 5H). Furthermore, the proliferation rate of Gata2-knockdown FGSC (sh-Gata2) was significantly lower than that of control group (Fig. 5H). There were no significant differences between Gata2-knockdown FGSC and Gata2-knockdown FGSC treated with metformin (sh-Gata2-Met) (Fig. 5H). Taken together, these data indicated that metformin promoted FGSC proliferation by modifying histone H2BK5bhb of Gata2.

## Discussion

Infertility has become a serious threat to human health as cancer, cardiovascular and cerebrovascular diseases. Metformin, a synthetic and safe anti-type II diabetes drug, has been shown to improve oxidative stress-induced cell damage, inhibit inflammatory responses, regulate the autophagy pathway, and delay aging [3]. Additionally, metformin has a reproductive regulatory effect on follicular development and is used to treat pregnancy-induced hyperglycemia in the menstrual cycle of PCOS patients [12, 15]. In this study, we conducted in vivo experiments to verify the regulatory effect of metformin on ovarian functions in mice. Our findings show that after one week of treatment, the progesterone level in 12-week-old mice significantly increased, indicating a luteinizing effect, while 28-week-old mice showed promoted follicular development and a significant increase in the serum level of estradiol. Three weeks after treatment, both 12- and 28-week-old mice showed an increase in E2 and a decrease in progesterone. In terms of follicular development, at 1 week after treatment, the number of corpus luteum was increased significantly in 12-week-old mice, and the numbers of primordial and primary follicles were significantly increased in 28-week-old mice, which were consistent with the results of hormone secretion. After 3 weeks of metformin treatment, secondary and antral follicles were significantly increased in the ovaries of mice of different ages. This increase in secondary and antral follicles may be due to the primordial and primary follicles affected by metformin for one week, continuing to develop into secondary and antral follicles. Female germ stem cells (FGSCs) play a crucial role in improving female fertility by providing female gametes for offspring development, which is another important aspect of improving female fertility [23]. Our in vivo analysis of the location and numbers of FGSCs in mouse ovaries showed that metformin induced a consistent increase in the number of FGSCs in mice at 12 and 28 weeks of age, and the effect weakened over time. These results showed that metformin regulated ovarian functions and increased the number of ovarian FGSCs. In vitro experiments were conducted to further study the effect of metformin on FGSC development, which showed that metformin promoted FGSC proliferation, consistent with a previous study [20]. Thus, we identified a proliferation-inducing effect of metformin on FGSCs in vitro.

Kbhb is a novel histone acylation modification that has been identified in various species, including mice and humans [42]. As a new histone marker, 44 core histone hydroxybutyrylation sites were identified in mice and humans, including H4K8, H4K12, H3K4, H3K9, and H3K56 [42]. During low-carbon nutrition, an increase in β-hydroxybutyrylation in the promoter region has been associated with upregulation of active genes in the starvation-responsive pathway [42]. In our study, we found that metformin changed the Kbhb modification of FGSCs as represented by a downregulation trend in the approximately 15-kD histone core subunit region. Combined with Kbhb modification sequencing analysis, we observed that the change in the histone Kbhb modification after metformin treatment occurred in H2A and H2B subunits, which was different from histone core subunits H3 and H4 as reported in most other studies. Furthermore, sites with significant modification changes, including H2AK95, H2BK120, H2BK108, H2BK5, and H2BK46, were different from the main research site of histone Kbhb modification, H3K9bhb. Our study revealed novel characteristics of the histone Kbhb modification induced by metformin in FGSCs. However, the mechanism of metformin-regulating histone Kbhb modification in FGSCs and its involvement in the β-hydroxybutyric acid metabolic pathway or the activity of β-hydroxybutyryl-CoA metabolic enzymes requires further exploration.

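In the GRCm38 positions of the deposited RNA-seq table, the Gata family had 6 members with these FPKM values in the libraries that the authors label as FGSCs. Gata1 had 3.52 ± 0.402 FPKM (SD, n = 3) in the control group and 3.66 ± 0.214 (SD, n = 3) with metformin. Gata3 had 0.0833 ± 0.0306 and 0.26 ± 0.118 FPKM (SD, n = 3 each), close to the smallest amount that the depth can show. Gata4 was listed at 0.02 FPKM in 1 library of each group and at 0 in the others, and Gata5 and Gata6 were listed at 0 in all 6 libraries. Gata2 had the highest FPKM of the family in every library. In the same libraries the germ cell markers Pou5f1, Dppa3 and Dazl were listed at 0 FPKM. Of 25 genes shared by blood cells, 24 had a mean of at least 10 FPKM. Of 18 genes listed for germline stem cells 1 did, Kit, which is also in the mast cell list, and 15 had a mean under 1 FPKM. For the listed genes, these values argue against RNA mostly of germline stem cells, although a listed 0 could be a failed estimate. Which other cell type this level of Gata2 belongs to was left open. On NCBIM37, the mm9 build that the paper used for ChIP-seq, Gata2 extends from 88143885 to 88157024 of chromosome 6 and has 2 protein-coding transcripts of 6 exons each, which share exons 2 to 6. Their first exons lie at 88143885 to 88143994 and at 88148658 to 88148875.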

Gata2 is a DNA transcriptional regulator with a zinc finger structure belonging to the Gata family. It was first discovered in hematopoietic stem cells and is essential for maintaining cell numbers, self-renewal, and hematopoiesis in hematopoietic stem cells and pluripotent progenitor cells [50–52]. Additionally, Gata2 regulates many genes essential for embryonic development, lymphatic system formation, and self-renewal of other tissue stem cells [53]. Our combined analysis by H2BK5bhb Chip-seq and transcriptome RNA-seq indicated that both the H2BK5bhb modification in the Gata2 promoter region and its gene expression were upregulated after metformin treatment. 

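In the RNA-seq data, the increase of Gata2 ranked 114 by p among the 10661 tested genes, and its log2 fold change was at the 86.5th percentile of all genes. Its mean FPKM with metformin was 1.07 times that of the control group. With each library left out in turn, the log2 fold change of Gata2 stayed between 0.08 and 0.11. Across all alternatives its adjusted p ranged from 0.224 to 0.528 (limma with Benjamini-Hochberg adjustment), so the direction was kept and the threshold of 0.05 was not reached under any of them. H2BK5bhb ChIP-seq was not analysed here. The paper's basis is the joint increase of the promoter modification and of expression, together with the interference experiments. It also reports enrichment of the mark by ChIP-qPCR, higher Gata2 mRNA by qRT-PCR and higher Gata2 protein by western blotting. It concludes that metformin raises Gata2 expression through H2BK5bhb at its promoter and that this promotes FGSC proliferation.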

Subsequent interference experiments showed that Gata2 played a crucial role in maintaining the viability and proliferation of FGSCs. However, the interactions of Gata2 with other trans-acting factors or histone modification sites, transcriptional initiation regulation of downstream genes, and the signal pathways involved require further investigation.

## Conclusions

This study demonstrated that metformin promotes the development of mouse ovarian FGSCs and follicles, affects the Kbhb of an FGSC line, and upregulates Gata2 expression by increasing the histone H2BK5bhb modification of the Gata2 promoter region, ultimately promoting FGSC proliferation (as shown in Fig. 6). These findings regarding the proliferation-promoting effect of metformin on FGSCs and the identification of histone H2BK5bhb modification targets support studies on fate determination and epigenetic modification regulation of FGSCs, providing a theoretical basis for the clinical application of metformin in female fertility maintenance.

**Fig. 6:**
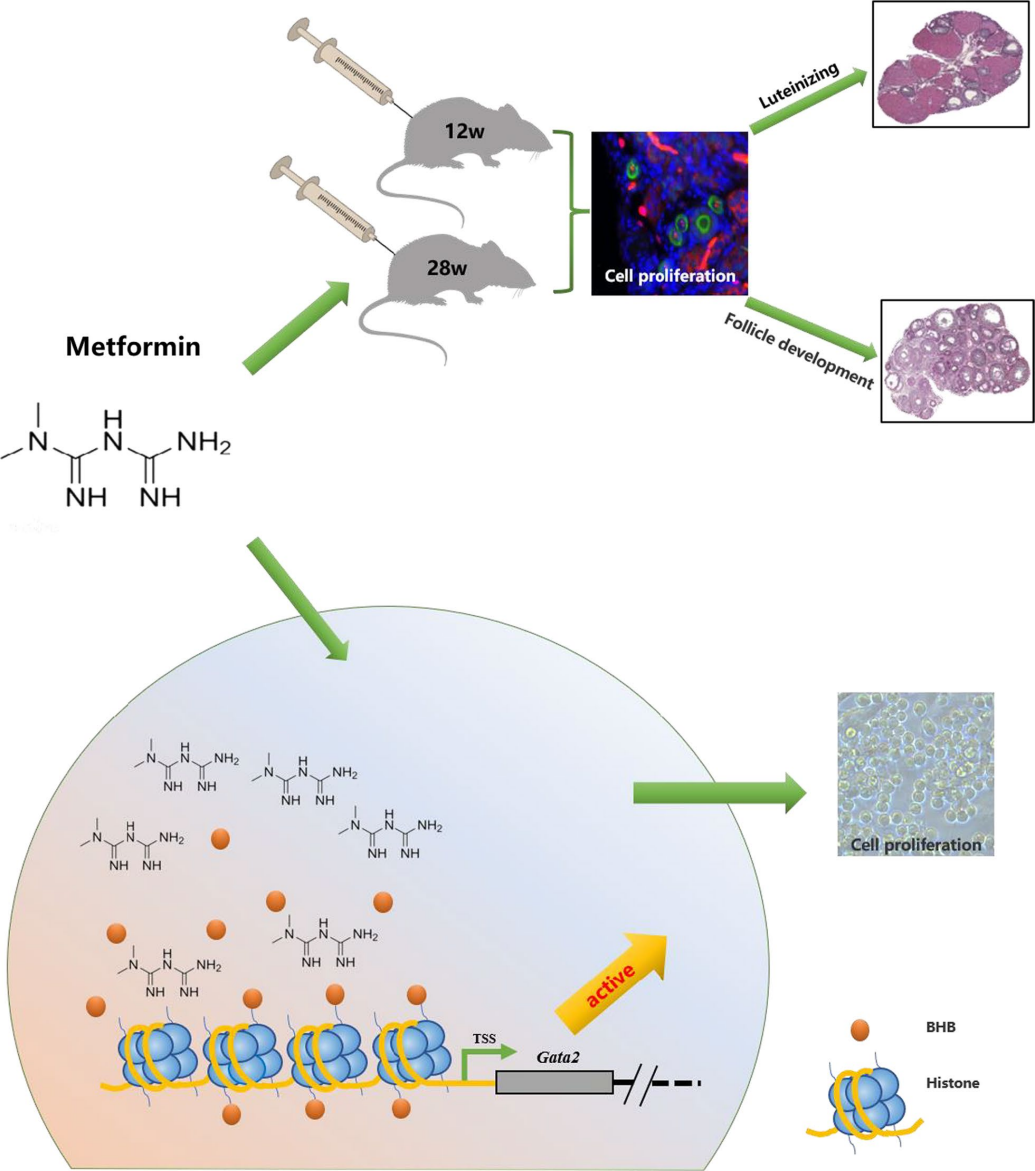
Schematic diagram of metformin-regulating mouse ovarian functions and promoting FGSC proliferation. Metformin increased the number of FGSCs in mouse ovaries, promoted follicular development and luteogenesis, and promoted FGSC proliferation by upregulating Gata2 with histone β-hydroxybutyrylation

## Supplementary Information

**Additional file 1**. **Figure S1**. Characteristics of the FGSC line in vitro.Identification of mRNA expression of FGSC-related markers by RT-PCR. Uncropped full-length agarose gels can be found in Fig. S5E-G.Top: Cell morphology of FGSCs in bright field. Bottom: Immunofluorescence staining of Mvh in FGSCs

**Additional file 2**. **Figure S2**. Histone H2BK5bhb Chip-seq quality control chart. The 300–500 bp fragment had continuous enrichment, which was the main fragment region selected for library construction, high-throughput sequencing, and data analysis, which met the requirements of chromatin fragment preparation

**Additional file 3**. **Figure S3**. Mass fraction distribution of the RNA-seq base position. Sequencing data revealed the position of the specific sequencing signal in each replicated group by FastQC.

**Additional file 4**. **Figure S4**. Verification of Gata2 interference efficiency.Gata2-lentivirus infection efficiency was determined by fluorescence microscopy.Interference efficiency of mRNA levels was evaluated by qRT-PCR.Left: Interference efficiency of the protein level was validated by western blotting. Right: Statistical analysis of western blots. Uncropped full-length gel blots can be found in Fig. S5D. All data are presented as means ± SD of three biological replicates. **p < 0.01 compared with the control by one-way ANOVA and the multiple comparisons test.

**Additional file 5**. **Figure S5**. Corresponding uncropped full-length gels and blot.Changes of Kbhb in the histone region of FGSCs treated with metformin as determined by western blotting.Western blot validation of histone H2BK5bhb modification.Verification of Gata2 expression by western blotting.Interference efficiency of the protein level was validated by western blotting.,,Identification of mRNA expression of FGSC-related markers by RT-PCR.

**Additional file 6**. **Table S1**. Sequence of primers used in regular RT-PCR

**Additional file 7**. **Table S2**. Sequence of primers used in Quantitative RT-PCR

**Additional file 8**. **Table S3**. Sequence of primers used in ChIP-qPCR

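Short hairpin RNAs, which a lentivirus delivers to lower the level of a transcript, have the target sequences listed in Table S4. Each was matched exactly to NCBIM37 and its protein-coding transcripts. The target of shGata2-1, CCGCCATTACTGTGAATATTT, matched once in the genome, at 88155671 to 88155691 of chromosome 6, in the 3′ UTR within exon 6 of 6 of Gata2. The target of shGata2-2, CTACAAGCTGCACAATGTTAA, had no match in the genome and spans the junction of exons 5 and 6 of the Gata2 transcripts. The target of shGata2-3, GGGCACCTGTTGTGCAAATTG, matched once, at 88154594 to 88154614 in coding sequence of exon 5. All 3 targets are in the sense orientation, occur in both protein-coding Gata2 transcripts and match no transcript of another gene. The sh-NC sequence, CCTAAGGTTAAGTCGCCCTCG, matched neither the genome nor a transcript.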

**Additional file 9**. **Table S4**. Gata2 shRNA sequences

## Data Availability

The RNA-seq, ChIP-seq data have been submitted to the NCBI Gene Expression Omnibus database under accession number GSE217784 and can be accessed by entering the GSE accession number (GSE217784) at the following URL (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) with the dataset identifier PXD038090.

## Abbreviation

FGSCs: Female germline stem cells
bhb: β-Hydroxybutyrylation
Kbhb: Histone Lys β-hydroxybutyrylation
H2BK5bhb: Histone H2B Lys5 β-hydroxybutyrylation
Gata2: Gata-binding protein 2
PCOS: Polycystic ovarian syndrome
HE: Hematoxylin and eosin
STO: SIM mouse embryo-derived thioguanine and ouabain-resistant
CCK-8: Cell counting kit-8
EDU: 5-Ethynyl-2′-deoxyuridine
DAPI: 4′,6-d-Iamidino-2-phenylindole
ChIP: Chromatin immunoprecipitation
GO: Gene ontology
KEGG: Kyoto encyclopedia of genes and genomes
TSS: Transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

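RNA-seq libraries from mouse cultures that the authors label as FGSCs were analysed, with 3 control libraries and 3 libraries treated with 1 μM metformin for 24 h. Conditions, repeat numbers and the dose were taken from the sample labels and the legend of Fig. 4, and the columns of the deposited table carry the same repeat names as that legend. The dose and time of the RNA-seq treatment come from the labels. No per-sample column was left unused. H2BK5bhb ChIP-seq, proteomics, PCR, blots and the experiments on mice were not analysed here.

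The authors deposited FPKM values for 55401 Ensembl genes, one column per library, which include their mapping, counting and normalization for gene length and depth. The paper's text names no aligner, counter, genome build or test of expression for the RNA-seq. It names Fisher's exact test with a false discovery rate for the GO and KEGG terms, and the axis of Fig. 4D is a q value. Gene positions in the deposited table are those of GRCm38, whereas the paper names mm9 for its ChIP-seq. Symbols were found for 32589 of the genes by Ensembl identifier, and for 10029 of the 10661 genes tested. Older symbols in gene lists were matched through the RefSeq gene table of GRCm38.p6.

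Depth was estimated from FPKM values of genes with a single exon shorter than 400 bp in GENCODE M1 and the same length in the deposited table, by fitting the step that 1 fragment makes, with 291 to 322 values per library. The libraries held 13400000 to 14000000 mapped fragments by this measure. FPKM carries no counts for longer genes, so no test on counts was made. Counting limits at this depth apply to the fragments of one library and do not cover variation between cultures.

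Values were tested as log2(FPKM + 1), with the pseudocount of 1 set before the data were examined, on genes with a mean of at least 1 FPKM. The test was limma (version 3.58.1, R 4.3.3) with lmFit and eBayes with a trend on the mean, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Groups were compared without a replicate block, and a fit with the repeat number as a block is given beside it. The pairing of repeat numbers comes from the labels and the legend of Fig. 4, which number the repeats of each group, and neither says that repeats with the same number were cultured together. Exact two-sided permutation tests of 3 libraries against 3 cannot give a p under 0.1. DAVID's term members were not used here, and 6 lists of core members written from general knowledge stood in for the GO terms and KEGG pathways, tested with limma's camera at an inter-gene correlation of 0.01 and adjusted over the 6 lists. Reactome sets that come with fgsea (version 1.28.0) were alternatives for 4 of the lists, with 96.6% to 100% of their members matched.

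Genes named in the text were those the paper names for their expression in FGSCs, and up to 3 genes with the largest rise and up to 3 with the largest fall among genes with an adjusted p under 0.05 and no overlap between the groups. This rule gave Trib3, Chac1 and Ddit3, and no gene that fell. Other genes are named as members of a list, as genes that overlap a named gene, or as genes called under an alternative. Where one of them is singled out, this was done after its values were seen, whether or not the text repeats it there.

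Alternatives were a pseudocount of 0.1, no filter or a mean of at least 10 FPKM, rescaling each library to the same sum (TPM), quantile normalization, centring on the median, moderated spreads without the trend, each gene's own spread, the replicate block, each library left out in turn, an unadjusted p, camera with the correlation estimated from the libraries, and the Reactome sets.

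The fits were tested on simulated data, with values for the 10661 tested genes drawn from their means and spreads and 200 genes changed by a known amount. A change of 0.25 on the log2 scale was recovered for 35.0% of the 200 changed genes, a change of 0.5 for 85.0% and a change of 1 for 94.0%, with 3, 7 and 10 false calls among the 10661 genes. With no changed gene, 0 of the 10661 genes were called. Of 40 random lists of 30 genes, 2 had a camera p-value under 0.05 with no shift and 40 had one with a shift of 0.1. Each gene was drawn independently of the others, so these counts do not cover lists whose genes vary together.

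Primers and shRNA targets of Tables S1 to S4 were placed by exact match on both strands of NCBIM37 and on the protein-coding transcripts of GENCODE M1, with Python 3.11.15, and products of up to 2000 bp were listed. No coordinates were converted between GRCm38 and NCBIM37. Figures were drawn with matplotlib 3.10.9.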

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

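The tests on depth, length and the highest genes below, and the count of splits for the stress list, were chosen after the result of that list was seen. The blood cell list, the Y-linked genes and the genes used by every cell were chosen after the markers of the paper and of other cell types had been looked up, but before any of their own values had been.

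A group of 3 genes outside those the paper discusses rose above the control libraries, namely Chac1 (log2 fold change 1.18), Trib3 (1.17) and Ddit3 (0.74), each higher in 3 of 3 metformin libraries. All of them are targets of the integrated stress response, the ATF4 program that cells start when translation or mitochondria are disturbed. A list of 23 genes of this response had been written before the data were examined, with the expectation that it would rise if metformin started the response. Its 17 tested genes had a median log2 fold change of 0.17, 17 of them were higher and 0 lower with metformin, and camera's p-value was 7.49e-22 (2.99e-21 adjusted over the 4 such lists that could be tested, and 1.42e-19 unadjusted with the replicate block). Members of the list rise together, and with the correlation between genes estimated from the libraries that p-value was 0.000488. Over this list alone 15 of the genes had an adjusted p under 0.05 (limma, Benjamini-Hochberg), against 3 over all genes. Besides these 3, the smallest p belonged to Sesn2, Ppp1r15a, Slc3a2, Atf4 and Ddit4, which went up by 0.17 to 0.41 on the log2 scale.

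Among technical explanations, a factor on a whole library would move the list and all other genes nearly alike. The median log2 fold change was 0.0041 over all tested genes and 0.17 for the list. This argues against a difference in scaling as the source of the rise of these 17 genes. Refitting adds little to this, because camera compares the list with all other genes. Under the 3 other scalings 0 gave a p-value of 0.05 or more, with medians of 0.17 in each. The estimated depths of the groups overlap, at 13400000 to 14000000 fragments for control and 13800000 to 14000000 for metformin. A bias by transcript length or expression level was tested with 10000 random lists matched on both, of which 0% had a median as high, the highest being 0.08. The share of total FPKM in the 10 highest genes differed by -0.135 percentage points between the groups, with overlapping ranges. RNA from STO feeder cells left little trace in any library, since 0 genes of its marker list reached a mean of 1 FPKM and the highest mean in the fibroblast list was 0.27 FPKM. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave a p-value as small, and likewise 1 of the 4 splits that part all same-numbered pairs as the real one does. The other 9 splits gave p-values from 0.000109 to 0.0397. Each of them sets 2 libraries of one group and 1 of the other against the reverse, so it keeps a part of any difference between the groups. With 10 splits the share cannot fall under 0.1 whatever the data, so this count alone cannot tell the rise apart from chance differences between cultures. A candidate explanation is that metformin started a mild integrated stress response. Ddit3 overlaps Mars on the opposite strand from 127296221 to 127296288 only, and Trib3 and Chac1 overlap no other listed gene.

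A second signal concerns genes that blood cells of all lineages share. Of a list of 25 such genes, 24, or 96.0%, had a mean of at least 10 FPKM over the control and metformin libraries, including Ptprc (13.4), Spi1 (23.2), Coro1a (139) and Arhgdib (342). Germ cell markers of the paper other than Ifitm3 (0.32 to 1.32 FPKM) were at or near 0 in the same libraries, as given under the other observations. Of 10 genes used by every cell 0 were listed at 0 in any library, but abundant genes would hardly reach 0 even if many fragments were lost, so this count cannot rule out that a listed 0 of a marker is a failed estimate. Among lists for single cell types, written before their values were looked up apart from Gata1 to Gata6 and the paper's markers, the mast cell list had the highest share at a mean of 10 FPKM or more, 40.0% (6 of 15 genes), against 5.56% (1 of 18) for germline stem cells. The requirement set beforehand for naming another cell type, at least 50% of its list, was therefore not met by any of them. Y-linked genes would show cells of male origin, and the highest mean of Ddx3y, Eif2s3y, Kdm5d and Uty was 0. Xist was listed at 0 as well. The pattern is present in all 6 libraries of both groups, so the treatment was not tested as an explanation. RNA of a blood lineage cell in the sequenced cultures is a candidate source, and a mislabelled sample or table was not tested.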

How the results depend on the processing

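The number of genes with an adjusted p under 0.05 was 3 under the settings used in the text and stayed at 2 to 4 under each alternative to the processing but one. Without a filter on low FPKM it was 7, with 3 genes lower with metformin, against 0 lower genes (513 at an unadjusted p under 0.05) with the filter and all 6 libraries. Trib3, Chac1 and Ddit3 were among the 7, and the other 4 were SNORA24 and 3 genes without a symbol, named after their values were seen. Replacing the adjusted by an unadjusted p under 0.05 gave 1156 genes, 643 higher and 513 lower. This balance turned with the scaling, to 569 higher and 584 lower with rescaling to the same sum and to 559 and 579 with quantile normalization, and stayed at 599 and 538 with median centring. Across the 6 fits that each left out one library, the count was 3 to 4 genes, with 3 higher in each and 0 to 1 lower (SCARNA14 or SNORD18, named after their values were seen), and Trib3, Chac1 and Ddit3 were called in all 6. Using each gene's own spread also gave 3 genes, but only 1 of them, Trib3, was shared with the 3 genes above, and the others were Arhgap25 and Hras1. Trib3 was called under every alternative. Ddit3 passed under 13 of 15 alternatives and Chac1 under 13 of 14, and they did not pass with each gene's own spread (adjusted p 0.174 and 0.163), nor Ddit3 with the replicate block. Over the alternatives the adjusted p of Ddit3 ranged from 0.000845 to 0.174 and that of Chac1 from 0.00206 to 0.163.

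No shared deviation of same-numbered libraries was seen, as their deviations had a mean correlation of 0.0114. Counting error in these deviations could hide a shared part, so pairing of the cultures was not excluded. With the replicate block 2 genes were called, both of them among the 3 without it, and 1029 genes had an unadjusted p under 0.05 against 1156.

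Gata2, Psen2 and Ptgr2 kept their direction and stayed on the same side of the threshold under every alternative run for them, with log2 fold changes of 0.08 to 0.11, 0.08 to 0.12 and 0.04 to 0.06. Their adjusted p ranged over 0.224 to 0.528, 0.312 to 0.619 and 0.454 to 0.848. Ptgr2 and Chac1 had no value at a mean of at least 10 FPKM.

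Among the lists, MAPK signaling kept its rise and passed under all alternatives except the estimated correlation between genes, where its median of 0.037 came with an adjusted p of 0.0894 (range over its alternatives 0.000984 to 0.0894). Leaving out Atf4 and Ddit3, which it shares with the stress list, was chosen after seeing the data and gave an adjusted p of 0.0490. Estrogen signaling kept its sign. The medians for stem cell population maintenance, positive regulation of the cell cycle, mTOR signaling, PI3K-Akt signaling, cholesterol synthesis and the β-hydroxybutyrate list changed sign under some alternatives and did not pass the threshold under any. At a mean of at least 10 FPKM the median was 0.0016 for stem cell population maintenance, -0.0048 for positive regulation of the cell cycle, -0.0044 for mTOR signaling and -0.0011 for the β-hydroxybutyrate list. For mTOR signaling it was -0.0042 with rescaling to the same sum, -0.0051 with quantile normalization and -0.0020 with median centring, and for PI3K-Akt signaling it was -5.55e-05 with quantile normalization. With Reactome sets it was -0.0115 for positive regulation of the cell cycle, -0.0017 for mTOR signaling and -0.0041 for PI3K-Akt signaling. The Reactome set for pluripotent stem cells has 2 members and gave no value. Across the fits that left out one library, the medians ranged from -0.0113 to 0.0067 for stem cell population maintenance, -0.0146 to 0.0057 for positive regulation of the cell cycle, -0.0067 to 0.0111 for mTOR signaling, -0.0027 to 0.0158 for PI3K-Akt signaling and -0.0099 to 0.0141 for cholesterol synthesis. The stress list passed under all 15 alternatives, and the fall of the proliferation list, which had an unadjusted p-value under 0.05 but not an adjusted one, had an unadjusted p-value of 0.05 or more under 4 of 15. For every result whose sign or side of the threshold changed, the cause was not tested.

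In the count of splits, 1 of the 10 splits of the 6 libraries gave as many genes with an adjusted p under 0.05 in all, and 1 of 10 gave as many in one direction. The other 9 splits gave 0 or 1 gene and 382 to 518 genes at an unadjusted p under 0.05, against 1156 for the real split. As the real split had no lower gene, 10 of 10 gave as many lower genes. A camera p-value as small was found in 7 of 10 splits for stem cell population maintenance, 9 for positive regulation of the cell cycle, 3 for mTOR signaling, 9 for estrogen signaling, 1 for MAPK signaling and 6 for PI3K-Akt signaling. The real split and 3 others part all 3 same-numbered pairs, and the remaining 6 part 1 pair each. Among those 4 splits the real one alone gave as many genes, and 3, 4, 3, 4, 1 and 3 of the 4 gave a p-value as small for the lists in the order above.

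The estimated depth of 13400000 to 14000000 fragments limits genes of low FPKM, since 1 FPKM on 2 kb of exon stands for 26.8 to 28.1 fragments. In the simulation, changes of 0.5 on the log2 scale were recovered for 85.0% of the 200 changed genes and changes of 0.25 for 35.0%. With 200 changed genes the adjustment lets larger p-values pass than with the 3 genes called here. The simulation therefore cannot tell how far the number of libraries limited the calls.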

Differences from the paper's values

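The paper reports 36 genes upregulated with metformin, whereas 3 genes were higher here at an adjusted p under 0.05. Downregulated genes number 89 in the paper and 0 here, with 513 at an unadjusted p under 0.05. None of the 16 alternatives set before the data were examined closed the gap for either count. They gave 2 to 643 higher genes and 0 to 513 lower genes, the highest of both with an unadjusted p. The paper has more genes lower than higher, and the 3 genes called here were all higher.

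In the volcano plot, the largest log2 fold change among the upregulated genes is about 0.3 in Fig. 4D, read by eye, and here it was 1.18, for Chac1. The 15 alternatives set before the data were examined with called genes gave 1.16 to 1.43, and none was within the error of the paper's value. None of them changed the base of the logarithm, so a different scale of the fold changes in the figure was not tested.

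Fig. 4D draws no gene outside its lines for a fold change of 2 in either direction, whereas 24 of the 10661 tested genes had an absolute log2 fold change of at least 1 here. This difference was also not checked against another scale in the figure.

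The paper chose Psen2, Ptgr2 and Gata2 as genes upregulated in RNA-seq. All of them were higher in every metformin library here, with log2 fold changes of 0.10, 0.05 and 0.09, and none had an adjusted p under 0.05 under any alternative. At an unadjusted p under 0.05 with the settings used in the text, Gata2 and Psen2 would be called and Ptgr2 would not. With each gene's own spread the unadjusted p was under 0.05 for all 3 genes, at 0.0312 for Ptgr2. For Psen2 the unadjusted p from limma was 0.0640 with the replicate block. It was 0.0957, 0.0519 and 0.0970 without control repeat 2, control repeat 3 or metformin repeat 2. For Gata2 it was at most 0.0258 over the alternatives. By qRT-PCR, another assay, Gata2 mRNA with metformin was about 1.5 times the control in Fig. 5D, read by eye, and by RNA-seq it was 1.07 times here.

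Stem cell population maintenance, positive regulation of the cell cycle and the mTOR, estrogen and PI3K-Akt pathways are given as affected by metformin in the paper. The lists that stood in for them here had an adjusted p of 0.903 each, and MAPK signaling had 0.00453. The paper tested DAVID's terms on its own differentially expressed genes, which is a different test.

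The axis of Fig. 5C places Gata2 at about 83 Mb, read by eye, and on NCBIM37 the gene lies on chromosome 6 from 88143885 to 88157024.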

Other observations

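Each test in this part had its outcome set down before the values it measures were looked at, except the counts of splits for the lists below. The list of blood cell genes and the Y-linked genes were added after the values of the germ cell markers and of lists for single cell types had been seen.

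The paper characterized FGSCs by RT-PCR of germ cell markers. In the RNA-seq libraries, Pou5f1, Dppa3 and Dazl were listed at 0 FPKM in all 6. Ddx4 was listed at 0.05, 0.02 and 0.02 in the control libraries and at 0.05, 0 and 0 with metformin. Prdm1 ranged from 0 to 0.04 FPKM and Ifitm3 from 0.32 to 1.32 FPKM. At this depth 3 fragments on 1 kb of exon amount to 0.214 to 0.224 FPKM, so all but Ifitm3 were below what the depth could tell from 0 on 1 kb. Fragments that match several genes could be missing from such values, since Gapdh, whose RT-PCR primers match 51 and 165 places in the genome, was at 10.1 FPKM and Ppia at 7.83 FPKM while Actb was at 979 FPKM. This was not tested for the markers. Genes at high FPKM over the 6 libraries included Cpa3 (352), Kit (118), Csf2rb (146), Srgn (76.3), Itga2b (38.4) and Il1rl1 (32.8), from the lists for blood cell types, of which Kit is also in the germline stem cell list, while Fcer1a, Tpsb2, Tpsab1 and Mcpt4 of the mast cell list were listed at 0. The pan-blood list with 96.0% of its genes at a mean of 10 FPKM or more and the mast cell list with 40.0% are consistent with RNA of a blood lineage cell, which remains a hypothesis, and no values of another FGSC culture were analysed here to set against it.

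The paper leaves open whether metformin acts on β-hydroxybutyrate metabolism. A list of 27 genes for β-hydroxybutyrate enzymes, transporters, histone acyltransferases and deacylases was tested for a change of transcript level. Of its 24 tested genes 13 were higher and 11 lower with metformin, the median log2 fold change was 0.02 and camera's p-value was 0.935. No gene of the list had an adjusted p under 0.05 over the list, and 1 had an unadjusted p under 0.05, Hdac3, which fell by 0.07 on the log2 scale and was singled out after its values were seen. Groups did not overlap for 6 of the 24 genes, where chance gives 10%. The p-value was as small in 9 of the 10 splits of the libraries. Since the list pools enzymes that add the mark with enzymes that remove it, a test for one common direction cannot decide whether these transcripts contribute to the change of the mark.

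Proliferation of FGSCs rose with metformin in the paper's EdU assays. A list of 32 proliferation genes was expected to rise if transcripts followed, but its median log2 fold change was -0.02, with 21 genes lower and 11 higher, and camera's p-value for this fall was 0.0254, or 0.0509 adjusted over the 4 such lists tested. It was as small in 3 of the 10 splits, and 0 genes passed over the list, with 7 at an unadjusted p under 0.05. Mki67 went from 63.0 to 58.5 FPKM on average and Top2a from 98.0 to 93.3. Gins2, which had the smallest p of the list in limma, rose from 13.2 to 15.1 FPKM. All of these genes were singled out after their values were seen. With the correlation between genes estimated from the libraries the p-value was 0.182, so neither the expected rise nor a fall was established.

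Cholesterol synthesis genes were expected to fall if metformin acted on this pathway through AMPK. The 17 tested genes had a median log2 fold change of 0.0082, 9 were higher and 8 lower, and camera's p-value was 0.954. It was as small in 10 of the 10 splits.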
